# Transkingdom interactions between *Lactobacilli* and hepatic mitochondria attenuate western diet-induced diabetes

**DOI:** 10.1038/s41467-020-20313-x

**Published:** 2021-01-04

**Authors:** Richard R. Rodrigues, Manoj Gurung, Zhipeng Li, Manuel García-Jaramillo, Renee Greer, Christopher Gaulke, Franziska Bauchinger, Hyekyoung You, Jacob W. Pederson, Stephany Vasquez-Perez, Kimberly D. White, Briana Frink, Benjamin Philmus, Donald B. Jump, Giorgio Trinchieri, David Berry, Thomas J. Sharpton, Amiran Dzutsev, Andrey Morgun, Natalia Shulzhenko

**Keywords:** Microbiome, Type 2 diabetes, Obesity

## Abstract

Western diet (WD) is one of the major culprits of metabolic disease including type 2 diabetes (T2D) with gut microbiota playing an important role in modulating effects of the diet. Herein, we use a data-driven approach (Transkingdom Network analysis) to model host-microbiome interactions under WD to infer which members of microbiota contribute to the altered host metabolism. Interrogation of this network pointed to taxa with potential beneficial or harmful effects on host’s metabolism. We then validate the functional role of the predicted bacteria in regulating metabolism and show that they act via different host pathways. Our gene expression and electron microscopy studies show that two species from *Lactobacillus* genus act upon mitochondria in the liver leading to the improvement of lipid metabolism. Metabolomics analyses revealed that reduced glutathione may mediate these effects. Our study identifies potential probiotic strains for T2D and provides important insights into mechanisms of their action.

## Abstract (web summary)

Western diet is one of the major causes underlying diabetes, and the microbes residing in the gut playing a critical role in mediating the effects of diet. Here the authors utilize network analysis to discover two species of Lactobacilli decreased by western diet, which improve glucose metabolism and restore of hepatic mitochondria in mice.

## Introduction

Increasing evidence underscores the importance of the microbiome in human metabolic health and disease^1^. One of the most prevalent metabolic diseases, type 2 diabetes (T2D), is now a global pandemic and the number of patients that will be diagnosed with this disease is expected to further increase over the next decade^2^. The so-called “western diet” (WD, a diet high in saturated fats and refined sugars) has been recognized as one of the major culprits of T2D with gut microbiota playing an important role in modulating effects of diet^3,4^. Thus, there is an urgent need to elucidate the contributions of gut microbiota to metabolic damages caused by WD and to identify preventive approaches for T2D.

On the one hand, it is believed that complex changes in the structure of gut microbial communities, resulting from interactions of hundreds of different microbes, also called dysbiosis, underlies metabolic harm to the host^5^. On the other hand, some reports claim that individual members of the microbial community changed by the diet might have a significant impact on the host^6^. Although these two points of view are not necessary mutually exclusive, it is still unclear which hypothesis is more credible^7^.

Herein, we used a data-driven systems biology approach (Transkingdom Network analysis) to model host–microbe interactions under WD and to investigate whether individual members of microbiota and/or their interactions contribute to altered host metabolism induced by the WD. The interrogation of the Transkingdom Network pointed to individual microbes with potential causal effects on the host’s lipid and glucose metabolism. Furthermore, the analysis also enabled inference of whether microbes might elicit beneficial or harmful effects on the host. In addition, we detected associations between the frequencies of these microbes and obesity in humans. We then validated the functional role of the predicted bacteria in regulating metabolism by supplementing mice with these microbes. Next, gene expression, electron microscopy, and multi-omics network pointed to a novel finding that these two *Lactobacilli* may act by boosting mitochondrial health in the liver leading to the improvement in hepatic lipid and systemic glucose metabolism. Finally, the metabolomics analysis revealed few metabolites (e.g., reduced glutathione; GSH) that may mediate the beneficial effects of probiotics.

## Results

### Transkingdom Network predicts beneficial and harmful microbes

We started by inducing T2D-like metabolic disease in C57BL/6 mice by feeding them a WD, which prior work has found to yield murine phenotypes that mimic human T2D^8–10^. As expected, when compared with mice receiving a control (normal) diet, the mice fed the WD exhibited glucose intolerance and insulin resistance (Fig. 1a, Fig. S1). The observed phenotypic changes were consistent at 4 and 8 weeks, as well as between replicate experiments. These results align with previous studies showing metabolic changes in male C57BL/6 J mice-fed WD^9,10^. Concurrently, the gut (ileum and stool) microbial communities were altered because of diet (Fig. 1b). Although gut location explained the majority of the variation in the microbial communities as expected^11,12^ we observed robust changes in microbiota associated with feeding WD^8,13^. Interestingly, the overall composition of the gut microbiota was similar at 4 and 8 weeks of WD (Supplementary Data 1a).

**Fig. 1:**
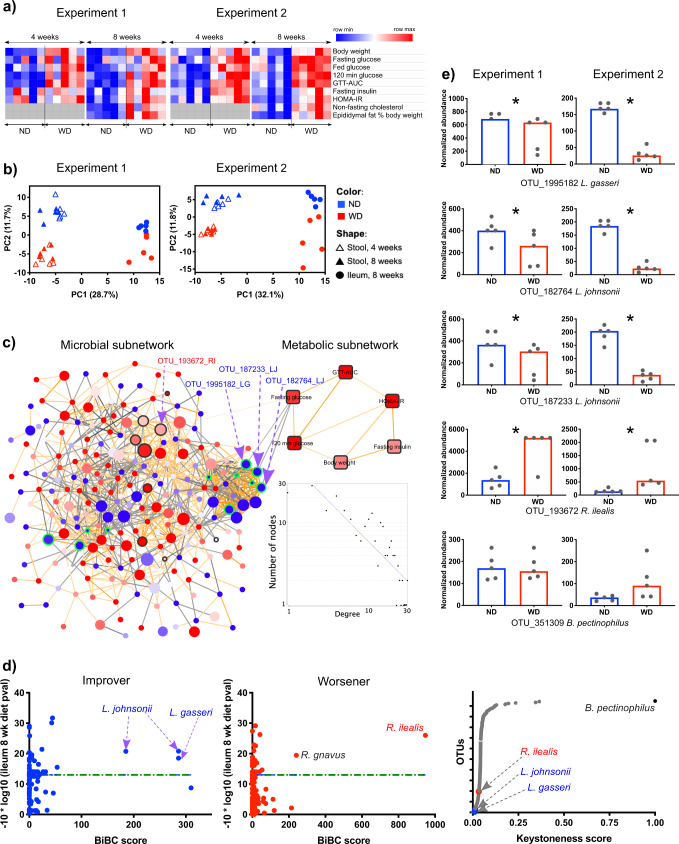
Inference of gut microbes affecting glucose metabolism in the host. **a** The red and blue colors indicate higher and lower levels of metabolic parameters measured in mice fed normal diet (ND) or western diet (WD) at 4 and 8 weeks. Source data are provided as a Source Data file. **b** Principal Component Analysis of stool (triangle) and ileal (circle) microbial communities of mice on ND (blue) or WD (red). Source data are available at https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA558801. **c** The microbe and host parameter nodes are represented by circles and squares, respectively, in the transkingdom (TK) network. Red and blue colors of nodes indicate increased and decreased (WD/ND) fold change, respectively, whereas the size of circle represents frequency of microbe in stool of WD mice. The black and green node borders indicate the microbes were significantly increased or decreased, respectively, in ileum of WD mice compared with ND (Fisher’s *p* value across experiments <0.05). The orange and black edges indicate positive and negative correlations, respectively. The degree distribution of the TK-network follows a power law. The blue line indicates the fitted line. Source data are available at https://tinyurl.com/TK-NW-Fig-1C. **d** The left two figures allow inference of microbial candidates that are potentially improvers (left figure) or worseners (middle figure) using high values of TK-network property (bipartite betweenness centrality (BiBC) on the *x* axis) and significance of change in ileal (WD vs ND) abundance of microbes (log transformed Fisher’s *p* value across experiments on *y* axis). The horizontal green line indicates a log transformed value for Fisher’s *p* value of 0.05. The right figure shows the keystoneness score (*x* axis) of the microbial nodes (*y* axis). Source data are provided as a Source Data file. **e** Ileal abundance of potential candidate and keystone microbes in ND and WD-fed mice at 8 weeks. Asterisk indicate the change in abundance passed statistical significance threshold (two-tail Mann–Whitney *p* value <0.2 in each experiment, Fisher’s *p* value across experiments <0.05, and FDR < 10%. Each dot represents a mouse, bars present median of the group. Source data same as for **b**.

Previous studies showed associations between ecological properties of microbial community (e.g., Shannon diversity) and host metabolism^14,15^. Therefore, we analyzed the association between several community parameters (Supplementary Data 1b) and host phenotypes altered by WD. However, analysis of data from two separate time points (4 and 8 weeks of WD) and microbiome results from intestinal and fecal samples did not find any correlations that showed significant associations in both independent experiments (Supplementary Data 1c). Thus, it does not seem that general dysbiosis explains metabolic alterations in this experimental system.

Next, we sought to identify specific microbes regulating metabolic parameters using a Transkingdom (TK) network approach; this approach has been successfully used to identify key microbiota associated with various disease states, including human disease^16,17^. Towards this end, we created a TK network by integrating microbial abundances with systemic measurements of host metabolic parameters changed by the WD (Fig. 1c, Supplementary Data 2). The TK-network contained 1009 edges between 226 nodes (6 metabolic parameters and 220 microbial operational taxonomic units (OTUs)). The node degree distribution of the TK-network followed the power law function (Fig. 1c), supporting that the TK-network captures a cross-regulatory nature of the gut microbiota and host phenotypic ecosystem as power law had been shown as a critical property of biological networks^18,19^. Thus, the TK-network provided an opportunity to infer microbes responsible for controlling the overall composition of the microbial community (i.e., keystone species) as well as those that may control host phenotypes.

To identify microbes that likely contribute to T2D-related systemic changes in metabolism, we calculated a network property, called bipartite betweenness centrality (BiBC) that measures the frequency with which a node connects other microbe and host nodes in the graph^20^. We then integrated BiBC scores of each OTU with the WD-induced changes in abundance of ileal microbiota. A microbe was considered to be potentially beneficial (T2D *improver*) if it had a high-BiBC score and a lower abundance in the ileum of WD-fed mice (Supplementary Data 3). Conversely, a microbe was considered to be potentially *harmful* (i.e., a T2D worsener) if it had a high-BiBC score and a higher abundance in the ileum of mice fed WD (Supplementary Data 4).

As a result of these analyses, we identified four OTUs predicted to regulate glucose metabolism, which corresponded with high similarity to four bacterial species *Lactobacillus johnsonii, Lactobacillus gasseri, Romboutsia ilealis,* and *Ruminococcus gnavus* (Figs. 1d, e; Supplementary Data 16). The first two microbes were considered potentially beneficial (i.e., T2D phenotype *improvers*). The other two (*R. ilealis* and *R. gnavus)* were predicted to be worseners. Notably, *R. gnavus* has been previously shown to be associated with obesity^21,22^. Overall, these results indicate that individual microbes and/or their interactions and not community level dysbiosis (Fig. 1, Supplementary Data 1) could be key players in T2D.

It was proposed that keystone species have significant influence on the rest of gut microbiota, also characterized by a high number of connections within a network^23,24^. Therefore, we asked whether microbes with characteristics of keystone species in our network are among microbes that are predicted to influence host metabolic parameters. Using an approach developed by Berry and Widder^24^, we investigated the microbial network and found one microbe with the closest match to *Bacteroides pectinophilus*, with a prominent keystoneness score, followed by few other microbes that also might qualify as keystone species (Figs. 1d, e, Supplementary Data 5, Supplementary Data 16). Notably, the candidate microbes predicted to affect the host had a low keystoneness score, suggesting that microbes with potentially high effect on the host do not necessarily play a central role in regulating the microbial community (Fig. 1d, Supplementary Data 5).

### Inferences from mice are validated by associations in humans

To check the relevance of the candidate microbes in humans we identified a human study of a clinical population that consumes a WD-like diet and used the data to computationally evaluate our predictions^25^. In agreement with inferences from mouse data, we found correlations between body mass index (BMI) and the abundance of these microbial candidates (Fig. 2) in obese humans^25^. Specifically, the abundance of improvers was negatively correlated with BMI, whereas the abundance of the worsener was positively correlated. Furthermore, we found *R. ilealis* to be present in over 80% of obese patients, suggesting that this microbe could be a prevalent pathobiont in obese humans. Although the result for *R. ilealis* seemed to be more robust we observed only trend of positive association for *R. gnavus* that concurs with much smaller BiBC score for this bacterium (Figs. 1 and S2). Altogether, these observations provide further support for the predictions resulting from our analyses in the WD-fed mouse model.

**Fig. 2:**
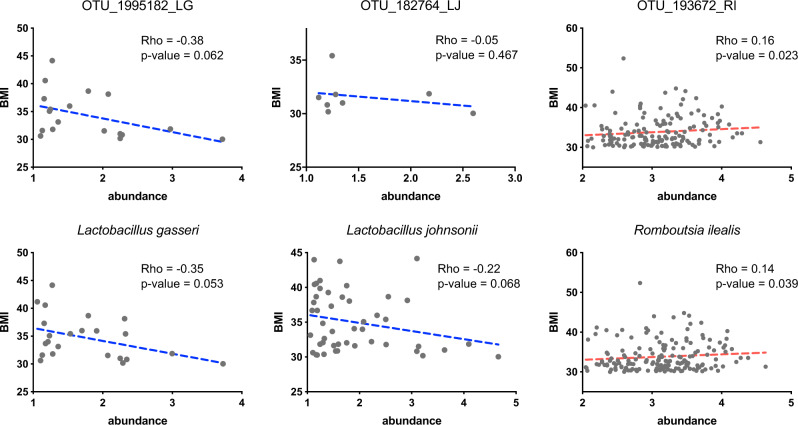
Computational verification of predicted microbes in human data from the literature^26^. Each scatterplot shows the abundance of the microbes (*X* axis) in stool versus the BMI of obese humans (*Y* axis). The dotted line indicates the fitted line. The Spearman rho correlation coefficient and one-tail *p* value is shown. Data retrieved from www.ebi.ac.uk/metagenomics/studies/ERP015317.

### *Lactobacilli* improve and *Romboutsia* worsen glucose metabolism

Encouraged by the support of our inferences in human data, we proceeded to test the role of *L. gasseri, L. johnsonii*, and *R. ilealis* in in vivo experiments designed according to predicted functional effects on the host. We anticipated that potential metabolic improvers (*L. gasseri, L. johnsonii)* would ameliorate metabolism damaged by WD, whereas the potential pathobiont (*R. ilealis*) would worsen metabolism in mice fed with normal diet. As predicted, WD-fed mice administered *L. gasseri* or *L. johnsonii* showed improved glucose tolerance (AUC and 120 min glucose levels) compared with mice on WD (Figs. 3a and S3). In addition, supplementation with *L. gasseri* ameliorated the established glucose intolerance in mice (Figure S4). Conversely, mice supplemented with *R. ilealis* showed impaired glucose tolerance (15 mins. glucose levels in glucose tolerance test (GTT)) and reduced fasting insulin compared with mice fed with normal diet (Figs. 3a and S3). Accordingly, homeostatic model assessment (HOMA)-B, the index that reflects pancreatic beta-cell function, was also reduced by supplementation with *R. ilealis* (Fig. S3). These results suggest that the worsener/pathobiont and improver/probiotic microbes modulate the host systemic phenotypes likely via different mechanisms. Indeed, although higher levels of glucose early after glucose injection are most probably explained by decreased production of insulin in *R. ilealis* supplemented mice, *L. gasseri* and *L. johnsonii* improve glucose tolerance without altering insulin levels. Furthermore, whereas adiposity was not altered by *R. ilealis*, it was reduced in mice supplemented with improvers (*L. gasseri* or *L. johnsonii*) (Fig. 3a).

**Fig. 3:**
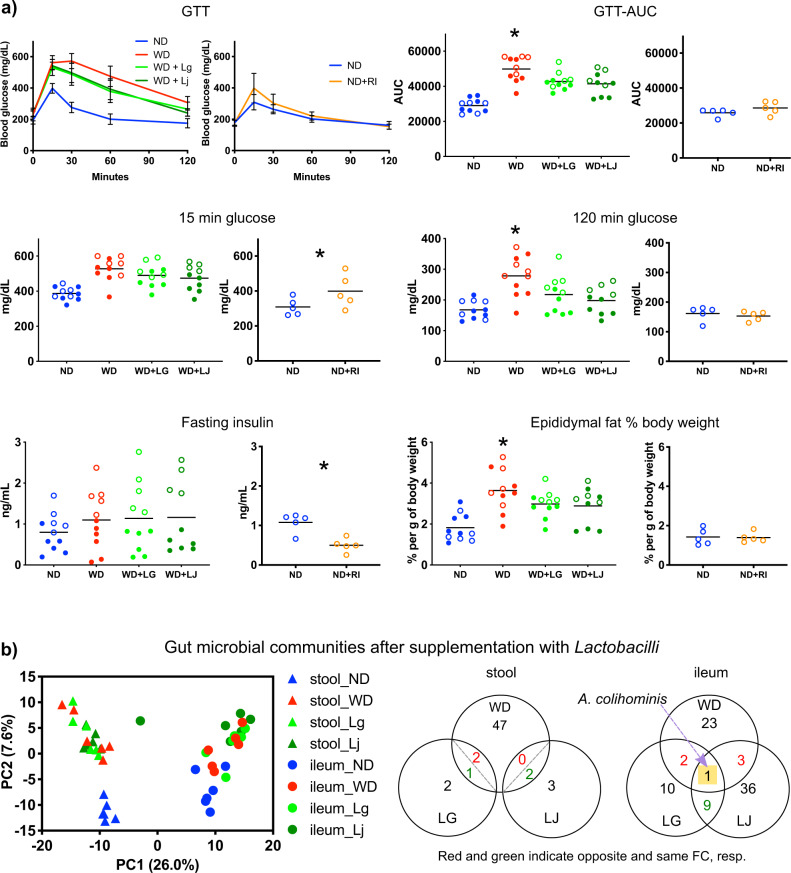
Experimental validation of microbial candidates. **a** Metabolic parameters in mice given control diets and supplemented with or without the indicated microbe. Glucose tolerance test (GTT) curves show the mean and SD of blood glucose over time. Open and closed circles indicate two independent experiments; * indicates statistically significant differences in levels of the parameter between control group (WD for *Lactobacilli*, ND for *R. ilealis*) versus those supplemented with bacteria (one-tail *t* test *p* value <0.05 with FDR < 15%). Blue, ND; red, WD; light green WD with L. gasseri (WD + LG); dark green, WD with *L. johnsonii* (WD + LJ); orange, *R. ilealis* (ND + RI), respectively. Source data are provided as a Source Data file. **b** Principal Component Analysis of stool (triangle) and ileal (circle) microbial communities and Venn diagram of microbes changed in mice on ND, WD, WD + LG or WD + LJ and with >0.1% median abundance in at least one group across experiments (Fisher’s *p* value <0.05 calculated using two-tail Mann–Whitney per experiment). For *Lactobacilli* supplementation experiments, *n* = 11 mice for ND, WD and WD + Lg groups, *n* = 10 mice for WD + Lj group. For *R. ilealis* (ND and ND + RI), *n* = 5 mice per group.

Although many human studies did not detect significant changes in fecal microbiota after probiotic administration^26–28^, there were recent reports concerning the possible damaging effects of probiotics on the upper intestinal microbiota^29,30^. Therefore, we sequenced 16 S rRNA gene in ileum and fecal samples from mice supplemented with three candidate bacteria. Very few changes were observed in the ileal and stool microbiota composition due to supplementation by these microbes (Fig. 3b, Fig. S5a, Supplementary Data 6). In hindsight, these results agree with the low keystoneness score of all three tested microbes that have indicated their little influence on the rest of bacterial community (Fig. 1d). Furthermore, we did not find differences for individual taxa in stool samples in mice supplemented with bacteria. In the ileum, only one bacterium, *Anaerotruncus colihominis* (Supplementary Data 16), was reduced owing to western diet and increased by both *L. gasseri* and *L. johnsonii* (Fig. S5b). In agreement with our result, a study of gut microbiota from the Old Order Amish sect found this microbe to be negatively correlated with BMI and serum triglycerides^31^. Altogether, however, minimal alterations in microbiota induced by *L. gasseri* and *L. johnsonii* supplementation did not explain restoration of glucose metabolism promoted by these bacteria.

### *Lactobacilli* improve hepatic mitochondria and lipid metabolism

Besides identifying effective probiotics for obesity/diabetes, it is critical to establish the host pathways through which these microbes exert their effect. Therefore, we next investigated two major target organs (intestine and liver) upon which both *Lactobacilli* might be acting to improve systemic metabolism. For a comprehensive evaluation of these organs we first analyzed global gene expression altered by *L. gasseri* and *L. johnsonii* supplementation. 

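Liver and ileum RNA came from C57BL/6 mice fed the WD, with 45% fat, for 8 weeks. They were gavaged with PBS (WD), with *L. gasseri* (WD + LG) or with *L. johnsonii* (WD + LJ), in 2 independent experiments that the sample labels number 1 and 3. The deposited table covers 24 livers, 8 in each group, and 25 ileum samples, of which 9 were WD, 8 WD + LG and 8 WD + LJ. They belong to 25 mice, and 24 of these gave both tissues. The libraries were made with QuantSeq, which sequences the end of each transcript, so that the reads of a gene do not grow with its length. The authors trimmed the reads, aligned them with Tophat to the Ensembl NCBIM37 genome and transcriptome, counted them per gene with HTSeq and deposited them as reads-per-million values (RPM). In every library 100% of the values were whole multiples of the worth of 1 read, so that the reads on genes could be recovered. In the livers these were 479598 to 2231105 reads in WD (median 543736.5), 443682 to 3399613 in WD + LG (median 2167420) and 760644 to 9358157 in WD + LJ (median 1438411.5). In the ileum they were 3506676 to 7920641 in WD (median 6079952), 4399997 to 12248600 in WD + LG (median 6216611.5) and 4178915 to 9042283 in WD + LJ (median 6326630.5). In experiment 3 the 4 WD livers had 479598 to 550295 reads and the 4 WD + LG livers 2272960 to 3399613, so that depth and group went together there. The median number of genes detected in a liver was 12272 in WD, 14013 in WD + LG and 13205 in WD + LJ. At these depths 1 read was worth up to 2.25 RPM in a liver and up to 0.285 RPM in an ileum sample, which limits what can be said of low genes in the liver. The deposited values did not share one distribution. They were therefore quantile normalized here within each tissue, as the methods name this step, and taken to log2(RPM + 1), a scale that understates the changes of low genes. Genes with a deposited mean of at least 1 RPM were fitted with limma, with group and experiment as terms. With the thresholds of the legend of Fig. 4a, a gene was called when the limma p was under 0.05 in each of the comparisons of WD + LG and WD + LJ with WD, both had the same direction, Fisher’s combined p was under 0.05 and its FDR was under 10%. Fisher’s method takes both p-values as independent, but the comparisons share the WD mice, so the combined FDR tends to be too small. A single contrast of the mean of both bacteria with WD avoids this and is given beside it. The legend names a two-sided t test in place of limma, and the statistics section normalizes samples within each experiment to the mean of the control group. Both steps were run as alternatives, each alone and not together. The division kept limma, whose variance trend was then fitted on divided values and not on expression level. Its counts are therefore not those of the paper’s own procedure. The paper’s text does not state a floor for low values, the treatment of values of 0 or whether the counting used the strand of the reads, and these choices can change the numbers.

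**Figure D1:**
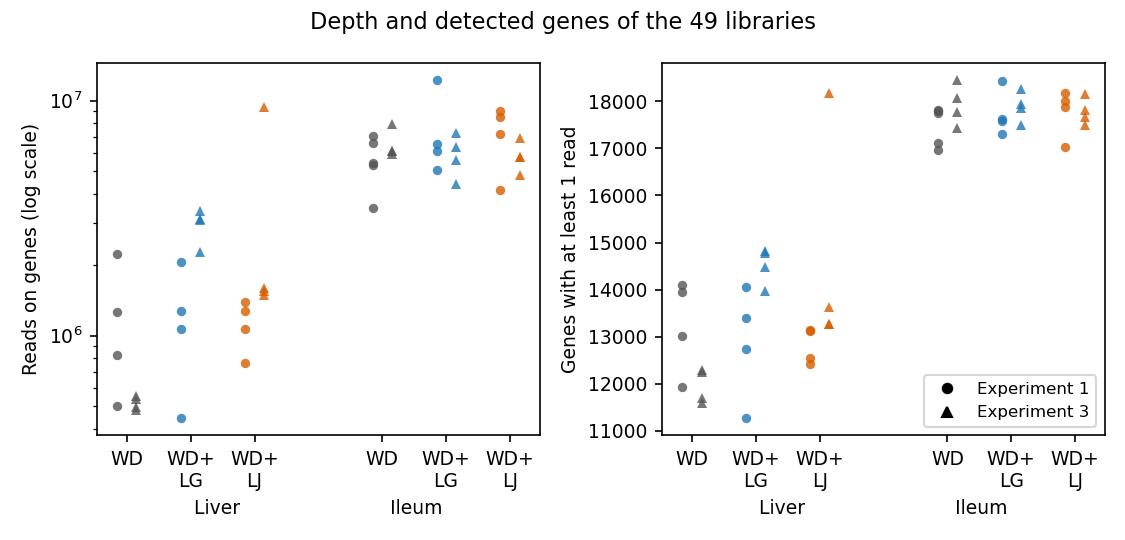
Reads on genes (left, log scale) and genes with at least 1 read (right) of the 49 libraries, by tissue and group, with circles for experiment 1 and triangles for experiment 3. The WD livers of experiment 3 lie at 479598 to 550295 reads, and 1 WD + LJ liver lies at 9358157 reads with 18186 genes detected.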

To identify common mechanisms by which *L. gasseri* and *L. johnsonii* improve metabolism, we focused on the genes that responded similarly to both microbes by identifying genes differentially expressed between both *L. gasseri* and *L. johnsonii* comparing with WD. The transcriptome of the ileum and liver showed distinct changes in response to supplementation by these bacteria (Fig. 4a). 

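With limma under the thresholds of Fig. 4a, 182 of 12328 genes tested were called in the liver and 230 of 14008 in the ileum. The plain two-sided test per comparison that the legend names gave 93 and 68. Of the 230 limma calls in the ileum 72 were higher and 158 lower with both *Lactobacilli*, a split that turned to 81 higher of 137 with values of 0 as missing, a setting chosen after the values were seen, and to 9 higher of 17 in experiment 1 alone, and 4 genes were called in both tissues. Counted for each bacterium alone in limma with Benjamini-Hochberg adjustment at 10%, *L. gasseri* changed 0 liver genes (1136 at an unadjusted p under 0.05) and *L. johnsonii* 48. The same counts in the ileum were 1 and 78. When the mean of both *Lactobacilli* groups was set against WD, 21 liver genes and 28 ileum genes passed an FDR of 10%, with 1556 and 1571 at an unadjusted p under 0.05. A direct comparison of WD + LJ with WD + LG gave 0 liver genes (1468 at an unadjusted p under 0.05) and 2 ileum genes. For the liver this comparison gave 857 genes in experiment 3 alone, 201 with array weights and 0 in the other planned settings. Leaving out 1 mouse gave up to 35. Single mice moved these counts. Without WD mouse 2066 the liver gave 91 calls and the ileum 75, without WD + LJ mouse 2078 the liver gave 548, and without WD mouse 1988 the ileum gave 510. The liver library of mouse 2078 held ileal transcripts at 45.8% of their ileum level, by a list written after the values were seen. It was kept in the WD + LJ liver values unless stated. The median of this level was 7.46% in the WD livers and 1.58% in WD + LG. Among the alternative settings planned for the analysis, the liver count moved most with the number of detected genes as a covariate, to 603, and the ileum count ranged from 7, when values were divided by the mean of the WD mice of each experiment as the paper’s statistics section states, to 1095 in experiment 3 alone. That division gave 62 calls in the liver. It was run with limma and not with the plain test of the legend. The difference between tissues was also tested for each gene, as an interaction of the mean *Lactobacilli* effect with tissue over the 11786 genes tested in both, and 2 genes passed an FDR of 10% (1082 at an unadjusted p under 0.05). Without mouse 2078 that number was 111, and without mouse 2066 it was 0. The genes with the smallest combined p in the liver included Thrsp (ENSMUSG00000035686, chromosome 7 of NCBIM37, 104561448 to 104566240), which rose from 960 ± 612 RPM in WD (SD, n = 8 mice) to 2145 ± 1186 in WD + LG and 3219 ± 944 in WD + LJ. Its log2 fold change for the mean of both bacteria was 1.60 (standard error 0.28, limma adjusted p = 0.0259), and all 16 mice lay above the WD mean. Here and below, mice were counted against the WD mean of log2 values, which lies below the mean in RPM. Arrdc3 (ENSMUSG00000074794, chromosome 13, 81022645 to 81035296) fell from 211 ± 145 RPM in WD to 103 ± 48.2 in WD + LG and 53.3 ± 18.4 in WD + LJ, a log2 fold change of -1.42 (standard error 0.26, limma adjusted p = 0.0356), where 1 WD + LG mouse and 0 WD + LJ mice lay above the WD mean. The other 3 genes that the same rule picked in the liver, Ppp1r3b, Nat8 and Pdxk, were higher with both bacteria by 0.73 to 1.28 on the log2 scale. Of the 5 picked in the ileum, Tef, Per3 and Nr1d2 were higher, by 0.57 to 1.03, and Glipr2 and Spon2 changed by -0.56 and -1.02.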

In striking contrast to the number of genes differentially expressed in the ileum (152, false discovery rate; FDR < 10%), there were much higher numbers of genes differentially expressed in the liver (654, FDR < 10%) (Supplementary Data 7–8). Furthermore, the great majority (638/654) of these genes were upregulated by *Lactobacilli* supplementation.

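Of the 182 liver genes called, 141 were higher and 41 lower with both *Lactobacilli*, so that 77.5% were higher (95% Wilson interval 70.9% to 82.9%, which covers counting error and takes genes as independent). Simulated reads at the real depths, with no changed gene, gave a median of 35.5 calls in 20 draws. Of those calls 74.7% were higher, so unequal depth alone can give a share of this size, with fewer calls. The median log2 fold change over all genes tested was 0.028 for the mean of both bacteria. With TMM scaling 82.7% of the calls were higher and in edgeR 74.1%. With the deposited values left without quantile normalization, 44.5% of 164 calls were higher, and the median log2 fold change over all genes then shifted by -0.11. Without WD + LJ mouse 2078, the share was 54.4% of 548 calls, and 170 of the 250 lower calls were then of genes at least 10 times higher in the ileum. The study’s supplementary list of liver genes lists 638 genes as higher and 16 as lower. The filter on low values kept 638 of its 654 genes, and 627 of these had the same direction here, 442 with an unadjusted p under 0.05 for the mean of both bacteria. Of the 182 calls, 104 are on that list, where chance would give 9.42. The list was drawn from these same livers, so neither this overlap nor the shared directions are independent evidence. Both comparisons use the same 8 WD livers, which by itself makes their changes alike. Across genes, which are not independent replicates, the correlation between the *L. gasseri* and *L. johnsonii* log2 fold changes was 0.54, and 0.53 was the median in 50 simulations of unchanged groups set against the WD livers. The share of genes with the same sign was 68.9% in both the data and the simulations. The simulations gave a median of 0 calls and up to 635, with as many as observed in 2 of the 50.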

**Fig. 4:**
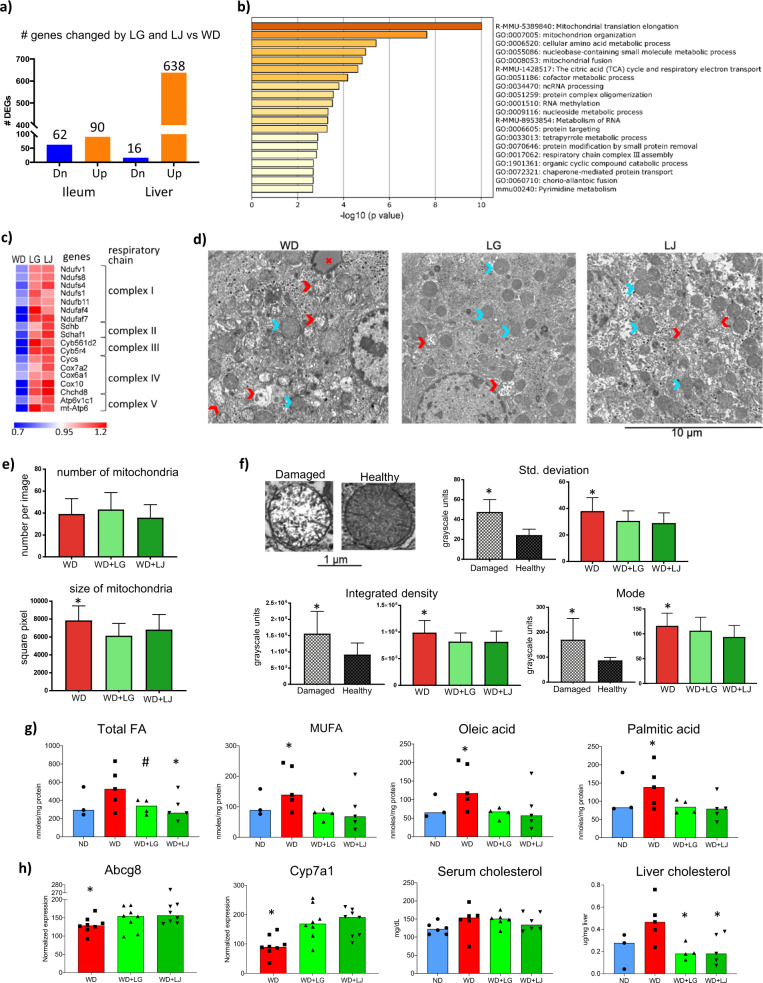
Transcriptome analysis, liver mitochondria, and lipids after supplementation with *L. gasseri* or *L. johnsonii*. **a** Number of differently expressed genes (#DEGs, two-sided *t* test *p* value <5% in each Lactobacilli, Fisher’s *p* value <5% calculated over both *Lactobacilli*, and FDR < 10%) regulated by *L. gasseri* and *L. johnsonii* in the same direction comparing to western diet. **b** Over-represented processes in the genes of the network shown in **a** of mice supplemented with *Lactobacilli*. **c** A heatmap showing the median expression of genes from the respiratory chain process in the livers of mice. **d** Representative electron microscope images of liver cells. The blue and red arrows indicate healthy and damaged mitochondria, respectively. **e**, **f** Various metrics of mitochondria in the liver of mice; *statistically significant differences between control and groups supplemented with bacteria (one-sided *t* test *p* value <5%). Data are presented as mean ± s.d. (*n* = 40 images for WD, *n* = 35 images for WD + LG and *n* = 37 images for WD + LJ groups; *n* = 60 mitochondria for healthy and *n* = 61 for damaged mitochondria). Source data are provided as a Source Data file. **g** Levels of long-chain fatty acids, **h** expression of cholesterol metabolism genes in livers, cholesterol levels in serum and liver of mice fed WD and supplemented with or without *Lactobacilli*. Each symbol represents one mouse, bars are median values. Source data are provided as a Source Data file; *n* = 3–5 mice per group (except serum cholesterol where *n* = 10–11 mice per group); * indicates statistically significant differences in WD vs WD + LG or LJ (one-sided *t* test *p* value <5%); # indicates *p* = 0.065.

Functional enrichment analysis showed that genes that were changed in the ileum were enriched for only a few categories with the circadian rhythm function as the main one (Supplementary Data 9). 

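A list of circadian genes fixed in advance was tested in the ileum with limma’s camera test, which asks whether a set of genes differs from all others. Of its 19 genes with values, 14 were higher and 5 lower for the mean of both *Lactobacilli*, with a median log2 fold change of 0.23 (camera p = 2.78e-08, adjusted p = 1.39e-07 over the 5 sets planned, and as small in 1 of 100 permutations of the mice within experiment, the real grouping included). The call held with the correlation between genes estimated from the data (p = 0.000713) and with limma’s fry test (p = 1.19e-05), and with each of the 25 samples left out in turn the camera p stayed at 6.12e-07 or below. By the rule of Fig. 4a, 9 of the 19 genes were called, 6 of them higher and 3 lower. At an FDR of 10%, 8 passed over all genes tested and 14 when adjusted over the list alone. The paper had named circadian rhythm from these same samples and its upregulated genes hold 6 of the 19, so that neither the set tests nor the adjustment over the list are independent evidence. Tef (ENSMUSG00000022389, chromosome 15 of NCBIM37, 81632851 to 81657291) encodes a transcription factor of the clock output. It stood at 199 ± 70.5 RPM in WD (SD, n = 9 mice), 316 ± 35.0 in WD + LG and 454 ± 66.5 in WD + LJ, a log2 fold change of 1.03 for the mean of both bacteria (standard error 0.12, limma adjusted p = 2.28e-05), with all 16 mice above the WD mean. Per3 (ENSMUSG00000028957, chromosome 4, 150377761 to 150418774), a period gene of the clock, went from 36.9 ± 14.5 RPM in WD to 57.9 ± 15.7 in WD + LG and 84.5 ± 19.8 in WD + LJ. Its log2 fold change was 1.01 (standard error 0.13, limma adjusted p = 8.10e-05). With values divided by the mean of the WD mice of each experiment neither passed, as Tef in ileum had an adjusted p of 0.737 and Per3 in ileum one of 0.704, and with a plain test per comparison Per3 did not (0.178). Nr1d2 had 176 ± 44.8 RPM in WD, 233 ± 34.7 in WD + LG and 274 ± 30.8 in WD + LJ. Arntl, a gene of the list singled out after its values were seen, moved the other way, with a log2 fold change of -0.89 (limma adjusted p = 0.0514). The same list in the liver had a median log2 fold change of 0.29, with 16 of 18 genes higher. Supplementary Data 9, which gives the enrichment, was not analysed here.

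**Figure D2:**
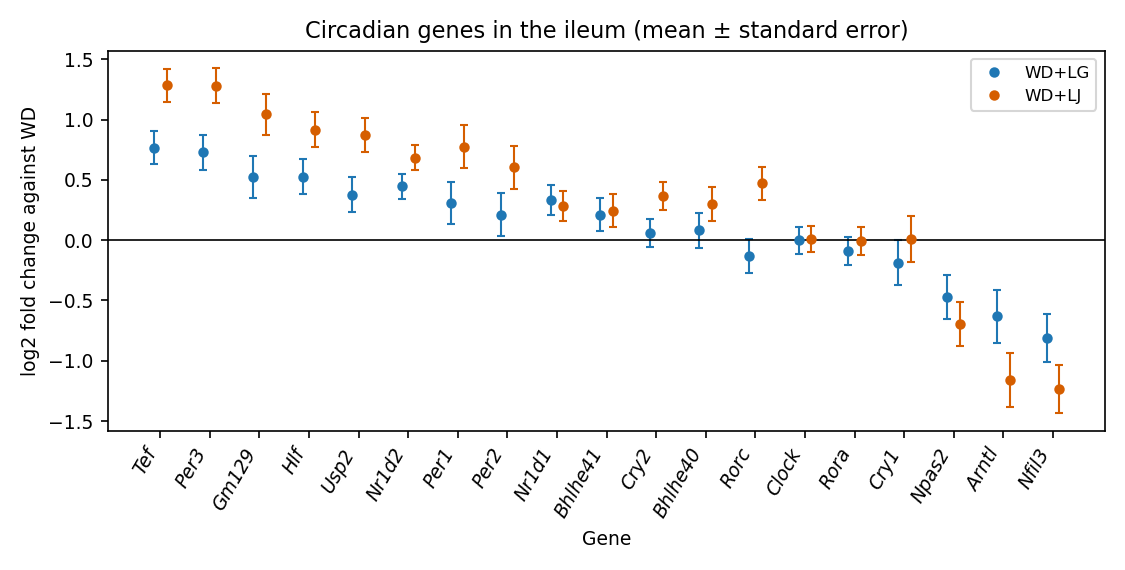
Log2 fold changes against WD of the 19 circadian genes in the ileum, for WD + LG (blue) and WD + LJ (orange), as points with bars of 1 standard error from limma. Tef and Per3 lie highest and Nfil3 and Arntl lowest, and the WD + LJ points of these 4 genes lie farther from 0 than the WD + LG points.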

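Nfil3 (ENSMUSG00000056749, chromosome 13 of NCBIM37, 53062578 to 53076442, minus strand, protein coding) encodes a transcription factor of the circadian clock and was measured in the ileum at 5 to 88 reads per sample (median 25). It stood at 7.65 ± 2.23 RPM in WD (SD, n = 9 mice), 4.00 ± 1.95 in WD + LG (n = 8) and 2.66 ± 1.12 in WD + LJ (n = 8). The log2 fold change was -0.81 with *L. gasseri* (standard error 0.20, limma adjusted p = 0.755) and -1.24 with *L. johnsonii* (standard error 0.20, limma adjusted p = 0.00193). The combined test of both, which takes comparisons that share the WD mice as independent, had an FDR of 2.67e-05, and the gene was called. Of the 8 mice with *L. gasseri*, 1 lay above the WD mean, and of the 8 with *L. johnsonii*, 0 did. The direct comparison of both bacteria did not pass (log2 difference -0.42, limma adjusted p = 0.838). For the mean of both bacteria the adjusted p was 0.00578. It was 0.561 in experiment 1 alone, where the log2 fold change was -0.79, 0.349 with values divided by the mean of the WD mice of each experiment, and 0.116 with a plain test per comparison. In the remaining planned settings it stayed at 0.0288 or below.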

Notably, one of the genes was Nfil3, which was downregulated in the ileum of *L. gasseri* or *L. johnsonii* supplemented mice as compared with the WD mice (Supplementary Data 7). In agreement with our results, the knockout of this gene in the intestinal epithelium had been shown to prevent mice from obesity, insulin resistance, and glucose intolerance^32^.

Pathway enrichment analysis in liver, however, showed that multiple categories, and processes related to mitochondrial functions were over-represented among genes upregulated by *L. gasseri* and *L. johnsonii* (Figs. 4b and S6, Supplementary Data 10). In addition, further analysis demonstrated that genes belonging to all five mitochondrial complexes of the oxidative phosphorylation pathway (Fig. 4c) were upregulated in the liver of *L. gasseri* and *L. johnsonii* supplemented mice (Supplementary Data 8). 

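Gene sets fixed in advance were tested in the liver against all other genes with camera, for the mean of both *Lactobacilli* against WD. The respiratory chain set, made of the nuclear genes of complexes I to V, did not differ from other genes. Of its 79 genes, 45 were higher and 34 lower, with a median log2 fold change of 0.037 (camera p = 0.817, as small in 89 of 100 permutations of the mice within experiment, and 0.901 with an estimated correlation). The scaling decided this value. It was 0.000420 with TMM scaling, where the median was 0.12, 1.16e-05 in edgeR on the recovered reads and 0.0461 with the values as deposited. The 12 genes of the mitochondrial genome had a median of 0.089 (camera p of 0.366). Among comparison sets without a mitochondrial role, the cytosolic ribosome had a median of -0.047 (p = 0.0426, and p = 0.469 with an estimated correlation) and the proteasome one of -0.042 (p = 0.538). The study’s supplementary list, of which 630 higher genes were tested here, holds 5.11% of all genes tested, and 9 of the 79 respiratory chain genes (11.4%, one-sided Fisher’s exact test, p = 0.0190). That list was drawn from these same livers. None of the 79 was called here, and 8 had an unadjusted p under 0.05. From the over-represented processes among the upregulated genes, together with the genes of mitochondrial complexes, ribosomes and fusion, the paper proposes that the bacteria changed mitochondrial functions and the structure of liver mitochondria. The enrichment tables of the study were not analysed here.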

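The 17 genes that Fig. 4c shows were all higher with both *Lactobacilli* than in WD, with log2 fold changes of 0.18 to 0.59 for the mean of both bacteria (median 0.31). With values of 0 as missing and reads drawn down to equal depth, settings chosen after the values were seen, Atp6v1c1 changed sign, to -0.045. Of the 17 genes, 2 were called by the rule of Fig. 4a and 11 had an unadjusted p under 0.05. At an FDR of 10%, 0 passed over all genes tested, with limma adjusted p-values of 0.153 to 0.477, and 13 passed when adjusted over the list alone. The study chose this list on these livers, so the latter is not independent evidence. Ndufaf4 (ENSMUSG00000028261, chromosome 4 of NCBIM37, 24825230 to 24832148), an assembly factor of complex I, was called. It stood at 49.0 ± 8.28 RPM in WD (SD, n = 8 mice), 77.8 ± 14.6 in WD + LG and 67.8 ± 16.9 in WD + LJ, a log2 fold change of 0.55 (standard error 0.14, limma adjusted p = 0.153), with 15 of 16 mice above the WD mean. Cox10 (ENSMUSG00000042148, chromosome 11, 63776129 to 63892970), an assembly factor of complex IV, was also called. It stood at 49.7 ± 14.1 RPM in WD, 70.3 ± 15.5 in WD + LG and 77.6 ± 21.1 in WD + LJ, a log2 fold change of 0.59 (standard error 0.16, limma adjusted p = 0.171), with all 16 mice above the WD mean. For complex II, Sdhb went from 496 ± 84.6 RPM in WD to 567 ± 113 in WD + LG and 630 ± 88.6 in WD + LJ, a difference below the spread between mice for *L. gasseri*. For complex III and cytochrome c, Cycs went from 116 ± 25.1 to 139 ± 22.2 and 147 ± 22.6 RPM. Atp6v1c1, which the figure places with the ATPases, went from 36.6 ± 7.46 to 41.4 ± 7.26 and 44.5 ± 4.67 RPM. The smallest change was that of Ndufb11 (log2 fold change 0.18, limma adjusted p = 0.460), which overlaps Rbm10 on the opposite strand, so that its reads are uncertain. Ndufaf7 of the figure is 2410091C18Rik in the annotation of this genome build.

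**Figure D3:**
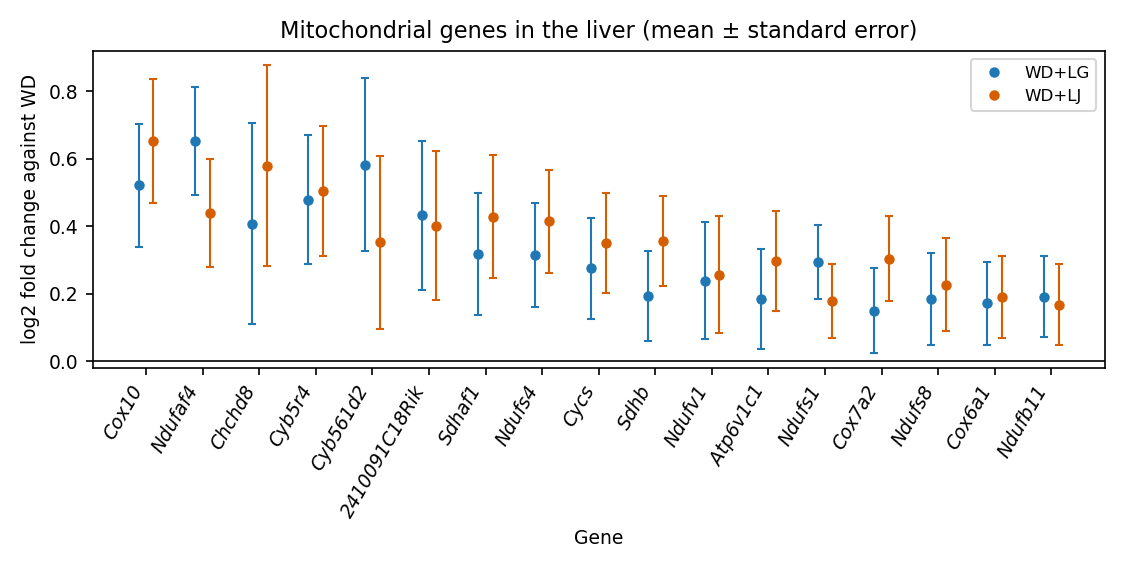
Log2 fold changes against WD in the liver of the 17 genes of Fig. 4c, for WD + LG (blue) and WD + LJ (orange), as points with bars of 1 standard error from limma. All points lie above 0, between 0.15 and 0.65.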

There was also a group of genes coding for large and small subunits of mitochondrial ribosomal proteins with increased levels of expression in the *L. gasseri* and *L. johnsonii* group. Furthermore, genes involved in mitochondrial fusion were upregulated by the *Lactobacilli* including mitofusin 1 and 2 (Mfn1, Mfn2), mitoguardin 2 (Miga2), and optic atrophy 1 (Opa1) (Supplementary Data 8).

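The genes of large and small subunits of the mitochondrial ribosome were tested as a set, of which 70 had values in the liver. For the mean of both *Lactobacilli*, 53 were higher and 17 lower than in WD, with a median log2 fold change of 0.16, and 43 were higher with each bacterium (camera p = 8.41e-05, adjusted p = 0.000140 over the 5 sets planned, as small in 2 of 100 permutations). With fry the set passed (p = 0.00549), and with a correlation estimated from the data it did not (p = 0.0679). The median lay at percentile 99.98 among 10000 random lists matched on mean expression. Of the 70, 16 had an unadjusted p under 0.05 and 0 passed an FDR of 10% over all genes or when adjusted over the list alone. By the rule of Fig. 4a, 1 gene was called, Mrpl40, at 16.6 RPM in WD, 23.0 in WD + LG and 24.6 in WD + LJ on average (log2 fold change 0.52, standard error 0.16, limma adjusted p = 0.249). It was named after its values were seen. The study’s own list of upregulated genes, which comes from these livers, holds 14 of the 70.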

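Of a fixed list of mitochondrial fusion genes, 7 had values in the liver, and all 7 were higher with each of the *Lactobacilli*, with a median log2 fold change of 0.41 (camera p = 4.52e-06, adjusted p = 1.13e-05 over the 5 sets planned, as small in 1 of 100 permutations, the real grouping included). The set also passed with fry (p = 0.000269) and with an estimated correlation (p = 0.0102). With each of the 24 livers left out in turn the camera p stayed at 4.82e-05 or below. Over all genes tested 0 of the 7 passed an FDR of 10% (6 at an unadjusted p under 0.05), and 6 passed when adjusted over the list alone. The study’s list of upregulated genes, drawn from these same livers, holds 6 of the 7, and Mfn1, Mfn2, Opa1 and the gene of mitoguardin 2 are named in the study, so that neither the set tests nor the adjustment over the list are independent evidence. Mfn2 (ENSMUSG00000029020, chromosome 4 of NCBIM37, 147247708 to 147278813) stood at 80.3 ± 18.9 RPM in WD (SD, n = 8 mice), 97.8 ± 12.3 in WD + LG and 104 ± 23.3 in WD + LJ, and was called by the rule of Fig. 4a (log2 fold change 0.35 for the mean of both, standard error 0.11, limma adjusted p = 0.295). The gene of mitoguardin 2 is Fam73b in this annotation (ENSMUSG00000026858, chromosome 2, 30219753 to 30241041). It stood at 31.4 ± 9.56 RPM in WD, 41.2 ± 10.8 in WD + LG and 58.5 ± 17.7 in WD + LJ and was called too (log2 fold change 0.64, standard error 0.17, limma adjusted p = 0.167, with 13 of 16 mice above the WD mean). Over the planned settings the adjusted p of Fam73b in liver went from 0.0450, with the number of detected genes as a covariate, to 0.747 in experiment 3 alone. Mfn1 (ENSMUSG00000027668, chromosome 3, 32428387 to 32478161) had 65.9 ± 17.7 RPM in WD, 79.9 ± 12.1 in WD + LG and 91.4 ± 17.8 in WD + LJ. On the log2 scale all 16 mice lay above the WD mean, which WD mouse 2066 lowered with 28.4 RPM. The lowest WD + LG mouse, at 64.1 RPM, lay below the WD mean in RPM. The gene was not called, as the unadjusted p with *L. gasseri* was above 0.05 (limma adjusted p = 0.5678). The FDR of its combined test, 0.114, was above 10% as well. Opa1 (ENSMUSG00000038084, chromosome 16, 29579420 to 29654970) had 56.7 ± 8.36 RPM in WD, 68.1 ± 9.22 in WD + LG and 69.5 ± 11.9 in WD + LJ. It was not called either, with an FDR of the combined test of 0.187.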

Hepatic mitochondrial functions are well known to be dysregulated in T2D^33–35^. Overall, our results suggest that in addition to mitochondrial functions, these probiotic bacteria induced structural/morphological changes in liver mitochondria. Thus, we performed electron microscopy of the livers from mice fed with WD and supplemented or not with each *Lactobacilli* (i.e., WD, WD + LG, WD + LJ) (Fig. 4d). Although there was no difference in the number of mitochondria, overall area occupied by mitochondria was larger in WD group mice than in *L. gasseri* or *L. johnsonii* (Fig. 4e) suggesting increased size of mitochondria in livers of WD as compared with mice supplemented by *Lactobacilli*. This result indicates that mitochondrial swelling caused by WD, a phenomenon that can perturb proper functioning of mitochondria^36–38^, was ameliorated by probiotic supplementation.

Next, we undertook quantitative evaluation of mitochondrial ultrastructural changes. Current agreement in the field is that healthy and damaged mitochondria correspond to dark, electron-dense and lucent, fragmented cristae images, respectively^37,39^. According to those criteria, we first identified a set of healthy and damaged mitochondria within individual images (Fig. 4f). Next, we estimated, in an unbiased manner (i.e., comparing healthy and good mitochondria within a given sample), which image parameters discriminated between the two types of mitochondria. We found lower values of standard deviation, integrated density, and the density mode in healthy compared with damaged mitochondria (note, in grayscale, white is 255 and black is 0) (Supplementary Data 11). Comparison between the three groups of mice showed significantly lower levels of these parameters in *L. gasseri* and *L. johnsonii* groups than in WD (Fig. 4f), pointing to healthier mitochondria in the former two groups of mice. Overall, these results support the prediction derived from gene expression data and indicate that *L. gasseri* and *L. johnsonii* supplementation prevented hepatic mitochondrial damage induced by western diet.

One of the important consequences of improved mitochondrial health is a restoration of fatty acid beta-oxidation. This process decreases build-up of detrimental fatty acids in the liver leading to improved systemic glucose metabolism^40,41^. In our data, among 19 regulated genes from the beta-oxidation gene subset, 18 genes were upregulated by supplementation of probiotic strains (Supplementary Data 12). 

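A fixed list of beta-oxidation genes had 34 members with values in the liver. For the mean of both *Lactobacilli*, 17 were higher and 17 lower than in WD, and the median log2 fold change was -0.0012 (camera p = 0.442, as small in 75 of 100 permutations, fry p = 0.907). With each bacterium alone the medians were 0.031 for *L. gasseri* and -0.090 for *L. johnsonii*, and 9 genes were higher with both. The median lies too close to 0 to have a direction. It was 0.046 with TMM scaling, 0.081 in edgeR on the recovered reads, 0.060 with the number of detected genes as a covariate and -0.038 in experiment 3 alone. In the latter the camera p was 0.0496. Of the 34 genes, 4 had an unadjusted p under 0.05, and 0 passed an FDR of 10% over all genes tested or when adjusted over the list alone. None was called by the rule of Fig. 4a. Supplementary Data 12, which names the genes of the study’s subset, was not analysed here, so the members of both lists are not known to be the same.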

Among upregulated genes were those involved in fatty acid transport (Slc25a17, Slc27a2), oxidation (Acads, Acadl) and hydration (Echs1) of fatty acyl representing major steps of beta-oxidation. These results pointed to possible increase in catabolism of fatty acids by *Lactobacilli* supplementation. Indeed, we found overall reduction of total hepatic lipids including several most abundant fatty acids known to have damaging effects on metabolism associated with T2D^42^ such as monounsaturated fatty acids, oleic, and palmitic acids (Figs. 4g and S5c, Supplementary Data 13). 

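All 5 genes were higher for the mean of both *Lactobacilli*, and none was called by the rule of Fig. 4a, since each had a p above 0.05 with at least 1 of the bacteria. None of the 5 is on the study’s supplementary list of liver genes either, so no call of that list was lost here. Acads (ENSMUSG00000029545, chromosome 5 of NCBIM37, 115560308 to 115569355) stood at 406 ± 147 RPM in WD (SD, n = 8 mice), 445 ± 81.2 in WD + LG and 622 ± 182 in WD + LJ. Its log2 fold change was 0.20 with *L. gasseri* (limma adjusted p = 0.792) and 0.66 with *L. johnsonii* (standard error 0.20, limma adjusted p = 0.169). Slc25a17 (ENSMUSG00000022404, chromosome 15, 81149351 to 81191195) went from 44.2 ± 10.0 RPM in WD to 60.8 ± 8.26 in WD + LG, where all 8 mice lay above the WD mean, and to 48.2 ± 15.9 in WD + LJ, where 5 of 8 did. For the mean of both, its log2 fold change was 0.28 (standard error 0.15, limma adjusted p = 0.441). Slc27a2 (ENSMUSG00000027359, chromosome 2, 126378143 to 126413979) had 246 ± 65.0 RPM in WD, 312 ± 51.8 in WD + LG and 290 ± 80.7 in WD + LJ (log2 fold change 0.30, limma adjusted p = 0.442). Acadl (ENSMUSG00000026003, chromosome 1, 66877413 to 66909851) had 173 ± 29.3, 209 ± 25.3 and 182 ± 47.5 RPM in the same order. Echs1 (ENSMUSG00000025465, chromosome 7, 147291609 to 147302375) had 222 ± 42.4, 237 ± 67.1 and 288 ± 73.4 RPM. Acadl and Echs1 had log2 fold changes of 0.16 and 0.21 for the mean of both bacteria (limma adjusted p = 0.572 and 0.538). All 8 WD + LG mice lay above the WD mean of Acadl, and 5 of 8 WD + LJ mice did. In none of the 5 genes was the direction the same in both experiments for both bacteria.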

Overall, these results are in accordance with the idea that changes in liver fat are central to development as well as reversion of T2D^43^.

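In the liver transcriptomes, Cyp7a1 (ENSMUSG00000028240, chromosome 4 of NCBIM37, 6192759 to 6202780) rose from 93.8 ± 34.6 RPM in WD (SD, n = 8 mice) to 173 ± 58.1 in WD + LG and 174 ± 47.4 in WD + LJ. The log2 fold change was 0.90 with *L. gasseri* and 0.93 with *L. johnsonii* (standard error 0.23 in each), and 15 of 16 mice lay above the WD mean. The gene was called by the rule of Fig. 4a, and for the mean of both bacteria its limma adjusted p was 0.0754. For Cyp7a1 in liver that value was 0.111 without the experiment term, 0.135 with the values as deposited, 0.173 with a plain test per comparison, 0.416 with values divided by the WD mean of each experiment and 0.537 in experiment 3 alone, and under 0.10 in the other 5 planned settings. Abcg8 (ENSMUSG00000024254, chromosome 17, 85075642 to 85099673) went from 129.4 ± 22.0 RPM in WD to 147 ± 32.5 in WD + LG and 170 ± 46.7 in WD + LJ. Its log2 fold change was 0.17 with *L. gasseri* (limma adjusted p = 0.757) and 0.37 with *L. johnsonii* (limma adjusted p = 0.236). It was not called, since the unadjusted p with *L. gasseri* was above 0.05 and the FDR of the combined test was 0.275. The mean of WD + LJ includes mouse 2081 at 274 RPM, where the other 7 mice had 132 to 186. Abcg8 overlaps Abcg5 on the opposite strand, and whether the counting used the strand is not stated, so that its reads are uncertain.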

Besides fatty acids metabolism, two genes with well-established functions in cholesterol metabolism were also upregulated by both *Lactobacilli:* Abcg8, (hepatic cholesterol efflux^44^) and Cyp7a1, (conversion of cholesterol into bile acids^45^) (Fig. 4h). Therefore, we measured cholesterol in liver and serum samples. Although there was no change in serum cholesterol, there were reduced levels of liver total cholesterol in mice supplemented with *L. gasseri* or *L. johnsonii* (Fig. 4h). These results agree with an idea that alterations in the liver might precede lipid alterations detectable in serum^43^.

### Multi-omic network infers key liver genes for effects of *Lactobacilli*

To identify potential mechanisms by which *Lactobacilli* alter lipid and glucose metabolism, we created a multi-omic network by integrating the gene expression changed by *Lactobacilli* and lipid profile from the liver with systemic measurements of metabolic parameters changed by the WD (Fig. 5a). 

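The part of the network that rests on liver genes alone was rebuilt from the 654 genes of the study’s list, over the 8 WD + LG and the 8 WD + LJ livers. Following the methods, Spearman correlations were computed within each *Lactobacilli* group, and an edge was kept when both had the same sign and p under 0.3, the combined Fisher’s p was under 0.05, its FDR was under 5% and the sign followed from the directions of both genes. Exact null distributions were used for the p-values. Of 213531 pairs, 176 passed, and they joined 135 genes (20.6% of the list) with a median degree of 2. Of the edges, 173 were positive. In 100 other lists of as many genes, matched on expression, the median was 2 edges and 1 list gave as many. Values shuffled between mice gave 0 edges in each of 20 rounds. With any 1 of the 16 mice left out the number of edges was 0 to 14, the highest without WD + LG mouse 1990. The smallest exact p rises from 4.96e-05 with 8 mice to 0.000397 with 7, so that few pairs can then pass the FDR and these numbers do not show whether the correlations are stable. Over all 16 mice it was 0 with the values as deposited, with values centred on the mean of each experiment 0, and with Pearson correlations of log2 values 5553. Lipids and metabolic parameters, which make up the rest of the network, were not analysed here.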

The multi-omic network contained 1776 edges connecting 380 nodes. The node degree distribution of this network followed the power law function (Figure S7), a critical property of biological networks^18,19^. Furthermore, although over half of differentially expressed genes made into the multi-omic network, the enrichment analysis showed similar results with mitochondrial translation, fusion, organization, and autophagy formations being top enriched functions in this network (Fig. 5b). Next, we interrogated this network to infer genes regulated by *Lactobacilli* and potentially responsible for changing the systemic phenotypes. Specifically, we used the degree (local network property counting the immediate neighbors) and BiBC^20^, which is a global network property that measures the overall frequency with which a node connects to the nodes of other omics-type in the graph. Noteworthy, we found that gene expression nodes were predominantly connected to GTT, fasting glucose and 120 min glucose, two of which were significantly decreased by *Lactobacilli* supplementation (Fig. 5a–c). Furthermore, Ifitm3, Usp50, Rai12 (Elp5), and Snap47, which are known to be involved in the maintenance of functional mitochondria^46–48^, were found as key genes connecting expression alterations with systemic glucose metabolism (Fig. 5c). 

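In the livers, all 4 genes were higher with both *Lactobacilli*, and Snap47 was called by the rule of Fig. 4a. Snap47 (ENSMUSG00000009894, chromosome 11 of NCBIM37, 59220636 to 59264688) stood at 57.2 ± 19.0 RPM in WD (SD, n = 8 mice), 86.4 ± 34.1 in WD + LG and 96.7 ± 40.1 in WD + LJ, a log2 fold change of 0.63 for the mean of both (standard error 0.21, limma adjusted p = 0.295). Ifitm3 (ENSMUSG00000025492, chromosome 7, 148195485 to 148196669) had 693 ± 88.7 RPM in WD, 941 ± 288 in WD + LG and 860 ± 247 in WD + LJ. Its log2 fold change was 0.39 with *L. gasseri* (limma adjusted p = 0.502) and 0.27 with *L. johnsonii* (limma adjusted p = 0.447). Usp50 (ENSMUSG00000027364, chromosome 2, 126534832 to 126609196) had 16.9 ± 7.26, 31.7 ± 18.0 and 30.2 ± 14.7 RPM in the same order (log2 fold change 0.77, standard error 0.28, limma adjusted p = 0.327). Rai12 (ENSMUSG00000018565, chromosome 11, 69781724 to 69796019) had 37.6 ± 12.8, 52.7 ± 20.1 and 61.0 ± 26.8 RPM (log2 fold change 0.58, standard error 0.21, limma adjusted p = 0.319), and WD + LJ mouse 2081 alone had 126 RPM. Usp50 overlaps Usp8, Rai12 overlaps Ctdnep1 and Snap47 overlaps Jmjd4, each on the opposite strand, which leaves their reads uncertain. In the network of liver genes alone, Ifitm3 had 9 edges (rank 3), Snap47 7 (rank 8) and Usp50 and Rai12 5 each (rank 19). Mrto4 and Mysm1 had the highest degree, 10. These degrees rest on a network that had 0 edges with the values as deposited. Connections to glucose measures were not analysed here.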

Interestingly, epididymal fat (also decreased in mice by *Lactobacilli*) was highly connected to liver fatty acids and to only one gene (Mfsd3), which codes for a solute carrier previously found in association with palmitic acid levels in a genome-wide association study^49^.

**Fig. 5:**
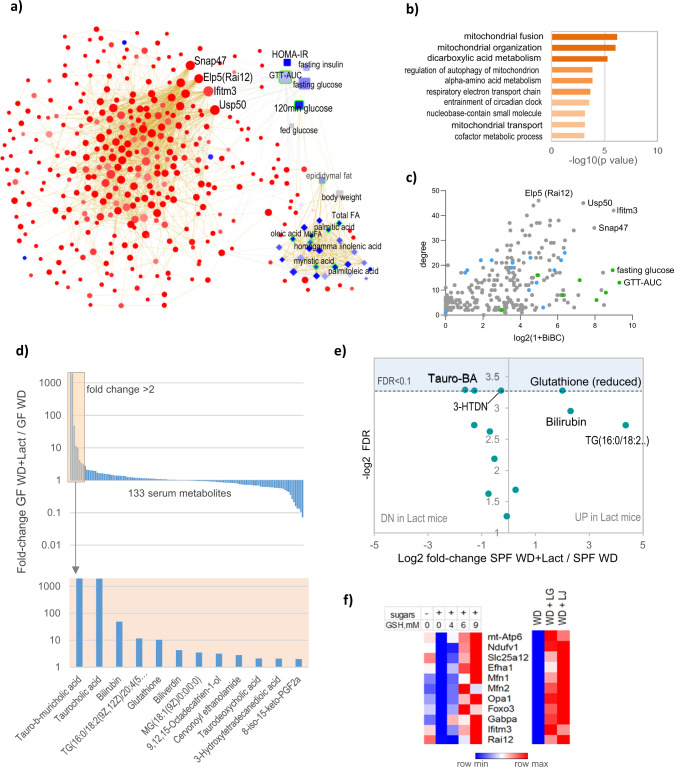
Multi-omic network analysis, metabolomics in mice supplemented with *Lactobacilli* and validation of glutathione in vitro. **a** Multi-omic network integrating gene expression of genes significantly regulated in liver by *Lactobacilli* (circles), liver lipid profile (diamonds), and systemic metabolic parameters (squares) with red symbols indicating upregulated and blue are down in *Lactobacilli* supplemented mice. Green outline of nodes indicates significantly decreased lipid or phenotype; size of circle corresponds to the combined score of degree and bipartite betweenness centrality (BiBC) in the network. The orange and black edges indicate positive and negative correlations, respectively. Genes with top degree and BiBC are indicated. Source data are available at https://tinyurl.com/multi-omic-NW-Fig-5A. **b** Gene ontology biological functions over-represented in the genes of multi-omic network. **c** Scatterplot showing the degree and BiBC of all nodes in the multi-omic network with genes (gray), lipids (blue), phenotypes (green). **d** Fold-changes of 133 serum metabolites in germ-free (GF) mice fed western diet (WD) and colonized with *L. gasseri* for 2 weeks in comparison with GF mice on WD (*n* = 2 per group). TG, Triacylglycerol (16:0/18:2(9Z,12Z)/20:4(5Z,8Z,11Z,14Z)); MG, Monoacylglycerol; 8-iso-15-keto PGF2α, 8-iso-15-keto Prostaglandin F2α. Source data are provided in Supplementary Supplementary Data S14. **e** Changes in 12 metabolites identified in Fig. 5d in specific-pathogen mice (SPF) fed WD (data of serum pools of 4–6 mice in each pool per group), in five experiments of *Lactobacilli*-supplemented mice, mean fold change across five experiments and FDR (false discovery rate) is plotted. Source data are provided in Supplementary Supplementary Data S14c. **f** Left heatmap shows the geometric mean of normalized gene expression in AML-12 cells treated with either low sugar medium (glucose 17 mM), high sugar medium (glucose and fructose at 50 mM each) or high sugar medium supplemented with 4 mM, 6 mM, or 9 mM of reduced glutathione (GSH) ethyl ester (5–6 independent experiments). The right heatmap shows geometric mean of normalized gene expression from RNA-Seq in liver of western diet (WD) fed mice or WD-fed mice supplemented with either *L. gasseri* or *L. johnsonii* (red, high; blue, low relative gene expression). Source data are provided as a Source Data file.

Thus, the network analysis further suggested that the expression of genes responsible for mitochondrial organization and maintenance in the liver is the primary driver of improved systemic glucose metabolism.

### *L. gasseri* and *L. johnsonii* increase serum GSH and bilirubin

Next, we applied a metabolomics approach to identify potential mechanisms responsible for improved hepatic mitochondrial health evoked by *Lactobacilli*. First, we established that metabolites were specifically increased by these bacteria in the serum of mice that did not contain other microbes. For this, germ-free mice fed WD were monocolonized or not with *L. gasseri* for 2 weeks and mouse serum was subject to metabolite profiling. Out of 133 metabolites that were identified (Supplementary Data 14a), 12 were increased after monocolonization, ranging from twofold for 8-iso-15-keto-PGF2a to 48 for bilirubin (Fig. 5d, Supplementary Data 14b). After this pre-selection in monocolonized mice, we compared abundance of the 12 metabolites between pools of sera of SPF mice supplemented with *L. gasseri* or *L. johnsonii* in three independent experiments (see details in Methods). We found that reduced (but not oxidized) GSH increased about four times, and bilirubin showed a trend to increased levels (FDR = 0.12), whereas two tauro-conjugated bile acids and 3-hydroxytetradecanedioic fatty acid showed various levels of decrease in *Lactobacilli* supplemented SPF mice (Fig. 5e, Supplementary Data 14c).

Although the mechanisms of GSH surge by *Lactobacilli* is not clear yet, this metabolite seemed to be a plausible candidate to cause hepatic mitochondrial improvement in mice as its antioxidant functions are well-established^50^. To test this hypothesis, we used AML-12 cell culture mimicking diabetic alterations in liver by adding high concentrations of fructose and glucose. Treatment of cells with different concentrations of GSH (in high sugar) enhanced expression of several genes with well-known mitochondrial functions such as mt-Atp6, Ndufv1, Mfn1, Opa1, Foxo3, Gabpa whose expression was also upregulated by *Lactobacilli* in the livers of mice (Fig. 5f, Supplementary Data 15a). 

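In the livers of the mice, Foxo3 (ENSMUSG00000048756, chromosome 10 of NCBIM37, 41901647 to 41996561) rose from 70.4 ± 12.3 RPM in WD (SD, n = 8 mice) to 96.4 ± 11.7 in WD + LG and 104 ± 17.8 in WD + LJ. All 16 mice lay above the WD mean, the log2 fold change for the mean of both was 0.51 (standard error 0.11, limma adjusted p = 0.0818) and the gene was called by the rule of Fig. 4a. The adjusted p of Foxo3 in liver was above 0.10 in 5 of the 10 planned settings, at 0.111 without the experiment term, 0.190 with the values as deposited, 0.315 in experiment 1 alone, 0.416 with values divided by the WD mean of each experiment and 0.458 in experiment 3 alone. The mitochondrial gene mt-Atp6 (ENSMUSG00000064357, chromosome M, 7927 to 8607) had 78.0 ± 33.9 RPM in WD, 171 ± 150 in WD + LG and 125 ± 40.1 in WD + LJ (log2 fold change 0.83, standard error 0.29, limma adjusted p = 0.304). WD + LG mouse 2075 had 526 RPM and the other 7 mice 54.8 to 191. The gene overlaps mt-Atp8 and mt-Co3 on the same strand, so that its reads are uncertain. Gabpa (ENSMUSG00000008976, chromosome 16, 84835170 to 84864024) had 7.81 ± 3.62, 10.3 ± 3.20 and 10.9 ± 3.504 RPM (log2 fold change 0.48, standard error 0.24, limma adjusted p = 0.399) and overlaps Atp5j on the opposite strand. Ndufv1 (ENSMUSG00000037916, chromosome 19, 4007497 to 4012806) had 165 ± 22.9, 200 ± 55.3 and 203 ± 63.2 RPM (log2 fold change 0.25, standard error 0.15, limma adjusted p = 0.477), a difference within the spread between mice. None of mt-Atp6, Gabpa and Ndufv1 was called. Of the other genes of the liver heatmap in Fig. 5f, Slc25a12 and Efha1 changed by 0.32 and 0.31 on the log2 scale and were not called either. The AML-12 cells were not analysed here.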

We further tested three genes (Usp50, Ifitm3, Rai12) predicted by the network analysis (Fig. 5c) to play a key role in the control of mitochondrial health in liver and systemic glucose metabolism and have been previously shown to support mitochondrial homeostasis^47,48^. While we could not detect Usp50 in cell culture, the two other genes (Ifitm3, Rai12) showed increased expression in 6 and 9 mM GSH similar to other mitochondrial genes (Fig. 5f). Thus, altogether these results indicate that an increase in GSH in the serum of mice is likely to be one of the important mechanisms used by *Lactobacilli* for boosting liver mitochondrial and antioxidant function, consequently improving systemic glucose metabolism.

## Discussion

Our work provides further support for the hypothesis that variations in abundance of a few key (but not keystone) microbes rather than overall changes of the microbial community might explain microbiota-related damage caused by western diet in T2D. Indeed, administration of two bacteria (*L. gasseri* and *L. johnsonii*), decreased by western diet, improved systemic glucose metabolism. The fact that this improvement could be achieved by supplementation of single bacteria, however, does not eliminate a possibility of microbe–microbe interaction playing a role in this process. Furthermore, both *Lactobacilli* had very low keystoneness, and accordingly we did not detect strong alterations in the gut microbiota (fecal or ileal) of mice supplemented by these two microbes. This is in agreement with several human studies that used other strains of probiotic bacteria and largely did not observe changes in taxonomic composition of fecal microbiota^26–28^. In contrast, two recent reports showed alterations in human mucosal microbiota communities by probiotics and potential adverse side effects of probiotics, especially when used after antibiotics^29,30^.

The two species of *Lactobacilli* we predicted and tested in mice fed WD, enhanced systemic glucose tolerance, decreased adiposity, reduced several “bad lipids” in the liver, which could be all a consequence of improved hepatic mitochondrial health. This thought is supported, on the one hand, by clinical studies that have shown that reduction in hepatic fat in animals and humans results in recovery from T2D^37,51,52^. On the other hand, impairment of liver mitochondrial function has been long known as an important contributor to metabolic disease^33–35,53^. Furthermore, it has been shown that both palmitic and oleic acids (decreased by *Lactobacilli*) can damage liver mitochondria^54–56^. Conversely, enhancement of mitochondrial functioning stimulates beta-oxidation resulting in the reduction of damaging fatty acids^57,58^.

The multi-omic network analysis in our study further supported the central role of hepatic mitochondrial health. Specifically, it pointed to several genes (Fig. 5a–c) involved in proper mitochondrial organization and mitochondrial autophagy (mitophagy) as the key players in relation to systemic glucose metabolism.

Investigations performed over the last decade have reported several mechanisms whereby microbiota can affect T2D including modulation of inflammation and immune mediators, gut hormones, mucosal permeability, insulin production among others^59^. Our present findings bring to the picture of host–microbiota interactions an intriguing link between mitochondria (regarded as mammalian endosymbionts) and the symbiotic microorganisms in the gut. Interactions between mitochondria and microbiota is an emerging direction in microbiome research and have been implicated in Parkinson’s disease^60^, intestinal cell death by antibiotic-resistant microbiota^61^ and longevity of *Caenorhabditis* *elegans*^62^. Metabolic health is synonymous with mitochondrial health where the ancestral mitochondrion-microbiome axis may play an important role^63^.

Our investigation of serum metabolome pointed to several changes caused by *Lactobacilli*. Although the fact that *Lactobacilli* supplementation can alter certain bile acids levels might not be surprising, a biological role of these alterations is uncertain. Furthermore, we were not able to follow-up the detected changes by targeted metabolomics in this work, which can be a subject of future studies. However, two metabolites, GSH and bilirubin, are known to play complementary antioxidant roles, which would improve mitochondrial respiration and other metabolic functions^64,65^. More recent reports demonstrated that deletion of biliverdin reductase A, which transforms biliverdin into bilirubin induced oxidative stress and lipid accumulation^66^ and that bilirubin itself protects mitochondria via scavenging O_2_^−^^67^. GSH, however, uses somewhat different mechanisms of beneficial effects on mitochondria. For example, it was shown to improve mitochondrial fusion^68^. Indeed, we found that both *Lactobacilli* in vivo and GSH in vitro increased expression of three main GTPases (Mfn1, Mfn2, Opa1) required for this process.

Unlike bilirubin, which is produced by hepatocytes, GSH origin is not limited to mammalian cells but it can also be produced by many bacteria. For example, some species of *Lactobacilli* are known to produce GSH, which they utilize to protect themselves from bile salts, reactive oxygen species and other types of cellular damages^69,70^. Therefore, it is plausible that our observation of increased levels of GSH is a result of simultaneous induction of its production by host cells^71^ and by *Lactobacilli* itself. Although, further studies are warranted to identify the main source of GSH, it is highly plausible that this metabolite is one of the main mediators of *Lactobacilli* effect on liver mitochondria.

In agreement with our result, it was reported that another strain of *L. johnsonii* may improve hepatic mitochondria^72^. Interestingly, these mitochondrial effects may not be limited to the liver, as another species of Lactobacilli *L. paracasei* attenuated cardiac mitochondrial dysfunction in obese rats^73^, and a different strain of *L. gasseri* increased resistance to mitochondrial dysfunction in aging *C. elegans*^74^. Notable, the two strains (*L. gasseri* and *L. johnsonii*) identified and tested in our study are also promising candidates for future testing in clinical settings of T2D as they would have minimal adverse effects on gut microbiota while improving glucose metabolism. Other strains of these two species of *Lactobacilli* have been tested in clinical trials for other diseases and in mouse models of diabetes^59,75^ and thus might share critical mechanisms of effects on the mammalian host.

In conclusion, our study demonstrates that damaging effects of western diet on metabolism can be at least partially explained by decrease of beneficial microbes (e.g., *Lactobacilli*) and increase of pathobionts (e.g., *R. ilealis*) in gut microbiota, each of them acting via different host pathways. Furthermore, it revealed potential probiotic strains for treatment of T2D as well as critical insights into mechanisms of their action, offering an opportunity to develop targeted therapies of diabetes rather than attempting to restore “healthy” microbiota as a whole.

## Methods

### Mice and diets

Seven weeks old, C57BL/6 male mice were purchased from Jackson Laboratories (Bar Harbor, Maine) and housed at Laboratory Animal Research Center (LARC) at the Oregon State University. After 1 week of acclimatization, mice were either switched to western diet (WD) D12451 containing 45% lard and 20% sucrose or to a matched normal diet D12450K (ND) produced by Research Diets (New Brunswick, NJ). Mice were on these diets for 8 weeks. Two independent experiments were performed with five mice per group in each experiment. Ethical approval for this work was obtained from the Oregon State University Institutional Animal Care and Use Committee. The study complied with all relevant ethical regulations regarding the use research animals.

### Bacteria

*L. gasseri* ATCC 33323 were purchased from American Type Culture Collection (ATCC, Manassas, VA). *L. johnsonii* NCC 533 were donated by Nestlé Culture Collection (Nestec Ltd., Nestlé Research Center Lausanne, P.O. Box 44, CH-1000 Lausanne 26). Both bacteria were grown anaerobically in MRS broth for 24 h at 37^o^C, colony-forming unit (CFU) was determined by serial dilutions, aliquoted in 15% glycerol stocks in cryovials and stored at −80^o^C. Before the gavage, the bacterial glycerol stocks were thawed, spun down, and resuspended in sterile phosphate-buffered saline (PBS). For *Romboutsia* experiment, active culture of *R. ilealis* DSM 25109 were purchased from the German Collection of Microorganisms DMSZ.

### Bacterial supplementation experiments

For the microbial supplementation experiments, 8-week-old C57BL/6 mice were given either ND or WD or WD + *L. gasseri* (gavaged 1 × 10^9^ CFU/mouse every other day) or WD + *L. johnsonii* (gavaged 1 × 10^9^ CFU/mouse every other day) for 8 weeks. For the control, both ND and WD groups were gavaged with equal volume of PBS (0.2 ml per mouse). Two independent experiments were performed with 5–6 mice per group per experiment. For the treatment experiment, mice were fed ND or WD for 8 weeks when one group of WD mice was supplemented with *L. gasseri* (gavaged 1 × 10^9^ CFU/mouse every other day). GTT was performed at 8 weeks on WD and 4, 9, and 12 weeks on WD + *L. gasseri* (*n* = 5 per group). For *R. ilealis* supplementation experiment, after 1 week of acclimatization, all mice were switched to ND and were either given PBS or 1 × 10^9^ CFU of *R. ilealis* every other day for 4 weeks (*n* = 5). Metabolic measurements were done as described below except for *R. ilealis* experiment 1 mg/kg glucose was injected for IPGTT.

For gnotobiotic mouse experiment, germ-free mice on western diet were colonized with 1 × 10^9^ CFU *L. gasseri* on Day 0, Day 2, Day 4, and Day 12 and killed on D14 (*n* = 2).

### Intraperitoneal glucose tolerance test (IPGTT)

Mice were fasted for 6 h during the light phase with free access to water. A concentration of 2 mg/kg glucose (Sigma-Aldrich) was injected intraperitoneally. Blood glucose was measured at 0 min (immediately before glucose injection), 15, 30, 60, and 120 mins with a Freestyle Lite glucometer (Abbot Diabetes Care).

### Fasting insulin and fasting glucose

Mice were fasted for 6 h with free access to water. Fasting blood was collected either via submandibular bleed or from the tail vein. Insulin and glucose levels in fasting plasma or serum was measured with Mouse Insulin ELISA Kit (Crystal Chem) and Glucose Colorometric Assay Kit (Cayman Chemical), respectively, according to manufacturer’s protocol. HOMA-IR and HOMA-B were calculated according to Eqs. (1) and (2), respectively:

1 $${\mathrm{HOMA}} - {\mathrm{IR}} = \frac{{{\mathrm{Glucose}}\,({\mathrm{mg}}/{\mathrm{dL}}) \times {\mathrm{Insulin}}({\mathrm{\mu U}}/{\mathrm{mL}})}}{{405}}$$

2 $${\mathrm{HOMA}} - {\mathrm{B}} = \frac{{360 \times {\mathrm{Insulin}}\left( {{\mathrm{\mu }}\frac{{\mathrm{U}}}{{{\mathrm{mL}}}}} \right)}}{{{\mathrm{Glucose}}\,\left( {\frac{{{\mathrm{mg}}}}{{{\mathrm{dL}}}}} \right) - 63}}\%$$

The heatmap of results of systemic measurements was created using Morpheus (https://software.broadinstitute.org/morpheus/).

### Hepatic fatty acids and cholesterol

Hepatic fatty acids were quantified using established protocols^76^. In brief, total lipid was extracted from liver in chloroform–methanol (2:1) containing 1 mM butylated hydroxytoluene. 7-Nonadecenoic acid (C19:1) was added as a recovery standard. Total protein was measured after the initial homogenization step by bicinchoninic acid assay (Bio-Rad, Hercules, CA). Fatty acids in the extracts were saponified in 80% methanol containing 0.4 M KOH. Afterward, saponified fatty acids were converted to fatty acid methyl esters in methanol containing 1% of 24 M H_2_SO_4_ and then quantified by gas chromatography.

Hepatic total cholesterol in liver lipid extracts and in serum was measured using Amplex™ Red Cholesterol Assay Kit (Thermo Fisher Scientific) according to manufacturer’s protocol.

### RNA preparation and gene expression analysis

RNA was extracted using an OMNI Bead Ruptor and 2.8 mm ceramic beads (OMNI International) in RLT buffer followed by Qiashredder and RNeasy kit using Qiacube (Qiagen) automated extraction according to manufacturer’s specifications. Total RNA was quantified using Quant-iT RNA Assay Kit (Thermo Fisher Scientific). Complementary DNA was prepared using qScript reverse transcription kit (Quantabio) and qPCR was performed using Perfecta SYBR mix (Quantabio) and StepOne Plus Real Time PCR system and software (Applied Biosystems). RNA libraries were prepared with QuantSeq 3’mRNA-Seq Library Prep Kit (Lexogen) and sequenced using Illumina NextSeq. Sequences were processed to remove adapter, polyA and low-quality bases by BBTools (https://jgi.doe.gov/data-and-tools/bbtools/) using bbduk parameters of *k* = 13, ktrim = r, forcetrimleft = 12, useshortkmers = t, mink = 5, qtrim = r, trimq = 15, minlength = 20.

Reads were aligned to mouse genome and transcriptome (ENSEMBL NCBIM37) using Tophat (v2.1.1) ^77^with default parameters. Number of reads per million for mouse genes were counted using HTSeq (v 0.6.0)^78^ and quantile normalized. BRB-ArrayTools was used to identify genes differentially expressed in the liver and ileum when supplemented with or without the *Lactobacillus* candidates. Pathway enrichment was performed using Metascape^79^.

### DNA extraction and 16 S rRNA gene libraries preparation

For microbial measurements, stool pellets were collected at T1 (4 weeks of diet) and stool pellets and terminal ileum contents were collected at T2 (8 weeks). To get microbial DNA, frozen fecal pellets, and ileum with content were resuspended in 1.4 ml ASL buffer (Qiagen) and homogenized with 2.8 mm ceramic beads followed by 0.5 mm glass beads using an OMNI Bead Ruptor (OMNI International). DNA was extracted from the entire resulting suspension using QiaAmp mini stool kit (Qiagen) according to manufacturer’s protocol. DNA was quantified using Qubit broad range DNA assay (Life Technologies). The V4 region of 16 s rRNA gene was amplified using universal primers (515 f and 806r) as in ref. ^16^. Individual samples were barcoded, pooled to construct the sequencing library, and then sequenced using an Illumina Miseq (Illumina, San Diego, CA) to generate pair-ended 250 bp reads.

### 16 S rRNA gene sequencing data analysis

The samples were demultiplexed and forward-end fastq files were analyzed using QIIME v. 1.9.1^80^. The default quality filter parameters from QIIME’s *split_libraries_fastq.py* were applied to retain high-quality reads (Phred quality score ≥ 20 and minimum read length = 75% of 250 nucleotides). A closed reference OTU picking with 97% sequence similarity was performed using UCLUST^81^ and Greengenes reference database v13.8^82,83^ to cluster 16 S rRNA gene sequence reads into OTUs and assign taxonomy. The reference sequence of candidate OTUs from the Greengenes database was used to obtain species level taxonomic assignment using Megablast^84^ (top hit using default parameters). A threshold of 99% cumulative abundance across all samples in an experiment was used to retain abundant microbes, thus removing OTUs with ~<0.01% abundance across all samples in that experiment. The read counts were normalized using cumulative sum scaling^85^, accounted for DNA quantity, followed by quantile normalization. The principal component analysis for the 16 S sequencing data was created using Clustvis^86^, GraphPad Prism software (version 7), R packages seqtime version 0.1.1, igraph version 1.2.5.

### Network analyses

#### TK Network reconstruction and prediction of causal microbes

Spearman rank correlations were calculated between all pairs of microbes (OTUs) and metabolic parameters (phenotypes) in each group of both experiments. A combined Fisher’s *p* value was calculated for each pair from the correlation *p* values from each experiment. A FDR was calculated on the combined *p* values separately for the following correlations: (i) within metabolic parameters, (ii) within OTUs, and (iii) between OTUs and metabolic parameters. We retained edges that satisfied the following criteria: the sign of correlation coefficients in the two experiments consistent in stool of WD-fed mice at 4 weeks (*n* = 35 per expt.), individual *p* value of correlation within each experiment is <30%, combined Fisher’s *p* value of all experiments <5% and FDR cutoff of 10% for within edges (i and ii). Finally, the TK network was generated^20,61,87–89^ by adding microbe-phenotype edges where the microbe showed significant change in (WD vs ND) abundance in ileum at 8 weeks, edges showed consistent sign of per group Spearman correlation coefficient between the two experiments of three WD-fed groups (WD-stool 4 weeks, WD-stool 8 weeks, and WD-ileum 8 weeks), and satisfied principles of causality^90^ (i.e., had concordance between fold change in WD vs. ND comparison and correlation sign between the two partners) in all three WD-fed groups. The network was visualized in Cytoscape.

### Identification of keystone microbes

Generation of training data were accomplished as follows: 100 instances of 542 generalized Lotka-Volterra models were run to steady state and steady state species abundances were considered individual samples. Those individual samples consisted of 10–100 species drawn from a model-specific species pool. The size of the species pool was determined by defining similarity in species composition between samples (between 0.4 and 0.95). The individual models further varied in the following parameters: connectivity of the species interaction matrix (between 0.005 and 0.7), negative edge percentage of the species interaction matrix (0–100%), species-specific growth rates (between 0 and 1) and carrying capacities (between 0 and 100), as well as the topography of the species interaction matrix (interactions sampled from a uniform distribution or assigned according to the Klemm-Eguíluz model^91^. The R-package seqtime was used to generate the species interaction matrices^92^.

Subsequently, each species included in a model was in turn removed from the community and a Canberra distance between original and sub-sampled community was calculated. In all, 1000 iterations of this procedure were performed per species and the average Canberra distance induced by a species’ absence was considered its keystoneness score.

For Model training, the data were split into training set and test set. The training set was used to train a linear model to predict keystoneness based on mean relative abundance and the following node parameters computed from a spearman correlation network: sum of absolute correlation strength, node degree, relative closeness centrality, betweenness centrality, and eccentricity. With the exception of absolute correlation strength, the network parameters were calculated within the R-package igraph (http://igraph.org). This model was then used to predict keystoneness on the test set. A linear model between real and predicted keystoneness in the test set gave an adjusted *R*² of 0.4219, with a *p* value <2.2e-16.

The trained linear model was subsequently applied to the OTU abundance data and the previously computed correlation network to predict keystoneness scores for each OTU. At last, keystoneness scores were scaled between 0 and 1 to remove negative values occurring as an artifact of the linear model.

### Multi-omic network analysis

Spearman rank correlations were calculated between all pairs of genes, lipids, and phenotypes. The phenotypic subnetwork was obtained from the TK network. For gene subnetwork, correlation was calculated by pooling samples supplemented with the same Lactobacilli from both experiments. Edges were retained if they satisfy the following criteria: the sign of correlation coefficients in the two Lactobacilli groups should be consistent, individual *p* value of correlation is <30%, combined Fisher’s *p* value over two Lactobacilli groups <5%, FDR cutoff of 5%, and satisfying principles of causality (i.e., satisfied fold change relationship between the two partners in the Lactobacilli vs. WD comparison). For the lipid subnetwork, correlations were calculated per experiment in the WD groups of the three datasets (two WD vs ND experiments, and a Lactobacilli supplementation experiment). Edges were retained if the sign of correlation coefficients was consistent, Fisher’s *p* value <5%, FDR cutoff of 10%, and satisfied principles of causality.

For between-omics edges, correlations were calculated per experiment in the WD groups of three data sets and a voting strategy was used for meta-analysis. Pairs were shortlisted if they had the same sign of correlation and *p* values <10% in at least two data sets. If the *p* value in the third data set was over the threshold, the pair was retained but the third data set was removed during calculation of Fisher *p* value. The pair was kept if the p-value in the third data set was under the threshold and the sign of correlation was same in all three data sets, else the pair was entirely removed. Edges with FDR < 10% and satisfying principles of causality were added to the network.

### Computational analysis using human datasets

Sequence read files of 1046 humans^25^ were downloaded from European Bioinformatics Institute (https://www.ebi.ac.uk/), quality filtered, and trimmed with ea-utils using default settings except the base removal quality threshold was set at <20. Cleaned sequence reads were binned into Greengenes (v13_8) 97% identity OTUs using the QIIME 1.9 closed reference OTU picking workflow (pick_closed_reference_otus.py). Spearman correlations between BMI and microbial abundance of exact candidate OTU (or the sum of OTUs assigned to the bacterial species) were calculated in obese humans. To avoid bias from outlier samples, a sample was considered only if had > 10 reads per million for *Lactobacillus* OTUs and >100 reads per million for *Romboutsia* OTUs.

### Transmission electron microscopy (TEM)

Frozen liver samples were prepared and fixed in 1.5% paraformaldehyde and incubated at 4 °C overnight^93^, after which fixed tissues were processed usinf a protocol based on ref. ^94^. Specifically, the vibratome sectioned fixed tissues (~1 mm^3^) were postfixed in solution containing 2% osmium tetroxide and 1.5% potassium ferrocyanide for 30 min at room temperature in dark. It was followed by staining with 0.2% tannic acid in water for 10 min, fixing in 1% osmium tetroxide for 30 min and staining in 1% thiocarbohydrazide in water for 20 min at room temperature. The samples were then incubated with 1% osmium tetroxide for 30 min at room temperature. Then the samples were incubated with 0.5% uranylacetate in 25% methanol overnight at 4oC, which was followed by incubation in Walton’s lead aspartate for 30 min at 60 C. Then samples were dehydrated with graded series of ethanol, infiltrated with ethanol/epon mixture (1:1) for 1 h at room temperature and 1:2 for 1 h at room temperature. Ultramicrotome was done using a RMC PowerTome PC. Microscopy was done with a Helios 650 NanoLab (ThermoFisher). Scanning transmission electron microscopy mode was used for imaging. In all, 10–12 images were taken per sample. The images were imported into FIJI (i.e. ImageJ) software (version 2.0.0-rc-69/1.52i). Each mitochondrion in the images was outlined and different attributes were measured using default “measure” option in the software.

In order to identify image parameters that discriminate between healthy and damaged mitochondria, we used images representative of all analyzed groups. In each image, a pair of damaged (bright, lucent) and healthy mitochondria (dark, dense) were identified according to images in EM atlas (http://www.drjastrow.de/WAI/EM/EMAtlas.html). Next, we extracted quantitative data for 17 different image parameters (See Supplementary Data 11) and analyzed which of those differed between the two types of mitochondria. The selection has been performed “blindly” (i.e., the image analyst was unaware of treatment identity of samples. Among parameters that significantly differed between two types of mitochondria we chose less interdependent ones to compare different treatment groups. To establish whether the structure of mitochondria differs between groups supplemented or not with probiotic bacteria we analyzed the above selected image parameters in 119 TEM images from liver samples of nine mice totalizing 4709 mitochondria.

### Un-targeted metabolomics

Serum samples used for metabolomics included the following: germ-free mice fed WD for 2 weeks (*n* = 2), monocolonized for 2 weeks with *L. gasseri* fed WD (*n* = 2); SPF mice supplemented or not with either *L. gasseri* or *L. johnsonii* (*n* = 4–6 per group) and fed WD for 8 weeks in two experiments shown in Fig. 3; SPF mice first fed WD for 8 weeks, then supplemented (or not) with *L. gasseri* for additional 12 weeks along with WD (*n* = 5 per group). For technical reasons, metabolomics was performed in pooled sera of each group of mice, which were run in a randomized manner as one batch.

An aliquot of 30 µl of pooled serum was processed following a protocol adapted from a published study^95^. In brief, metabolites were extracted with four volumes of cold methanol/acetonitrile (1:1, v/v). To precipitate proteins, the samples were incubated for 1 h at −20 °C. After the samples were centrifuged at 4 °C for 15 min at 15,871 × g (13,000 rpm), the supernatant was collected and evaporated to dryness in a vacuum concentrator. The dry extracts were then reconstituted in 90 µL of acetonitrile/H2O (1:1, v/v) containing 10 ng/mL CUDA (12-(((cyclohexylamino)carbonyl) amino)-dodecanoic acid). This standard was used as a control to monitor platform stability along the fully randomized batch analysis, and to account for possible injection variabilities. A quality control (QC) pooled sample was prepared by combining, in a single vial, 10 µL of each sample. Pooled QC sample provided a ‘mean’ profile representing all analytes encountered during the analysis. To the QC sample a methanol solution containing verapamil and verapamil-D3 (Cayman Chemical, Ann Arbor, MI) was added at a final concentration of 0.1 ppm each. The ratio of their monoisotopic peaks was used to monitor quantification stability along the fully randomized batch analysis. The supernatant was then analyzed via LC-MS/MS (liquid chromatography with tandem mass spectrometry).

High-resolution mass spectrometry was performed using an Agilent 6545 Q-ToF downstream of an Agilent 1260 Infinity high-performance liquid chromatography system consisting of a degasser, quaternary pump, autosampler (maintained at 4 °C) and column heater (maintained at 30 °C). The Q-ToF machine was operated using MassHunter software and an analysis in positive and negative ionization mode was performed for each sample. Separation was achieved using an InfinityLab Poroshell EC-C18 column (100 × 3.0 mm, 2.7 µm, Agilent) at a flow rate of 0.4 mL/min. Line A was water with 0.1% (v/v) formic acid and line B was methanol with 0.1% (v/v) formic acid, adapted from a previously described protocol^96^. The column was pre-equilibrated with 1% B. After injection (3 µL of the sample) this composition was held for 1 min and then changed to 30% B over the next 10 min using a linear gradient. The composition was then changed to 100% B over the next 14 min and then held at 100% B for 5 min. The mobile phase was then adjusted back to 1% B over two minutes and the column was re-equilibrated for 6 min prior to the next injection. The Agilent Q-ToF mass spectrometer was equipped with an Agilent JetSpray source operated with the following parameters: Auto MS/MS mode, Gas Temp, 325 °C; Drying gas, 10 L/min; Nebulizer, 20 psi; Sheath gas temp, 375 °C; Sheath gas flow, 12 L/min; Capillary Voltage (VCap), 4000 V; Nozzle voltage (Expt), 600 V; Fragmentor, 175 V; Skimmer, 65 V; Oct 1 RF Vpp, 750 V; Mass range, 100-3000 m/z; Acquisition rate, 10 spectra/s; Time, 100 ms/spectrum. The MS/MS spectra (mass range, 50–3000 m/z; acquisition rate, 10 spectra/s; time, 100 ms/spectrum) were obtained by isolating the precursor ion with a medium isolation width (~4 m/z) summing spectra generated with collision energies of 15, 30, and 40 V. Blanks and QC samples were run before and after every four serum samples to ensure system equilibration. Based on the reproducibility of our QC and on the intensity of the CUDA, we can assume that the instrument was stable during the full randomized batch, and that intensity differences are due to biological differences and not to technical variation.

### LC-MS/MS data processing

Raw data were imported into Progenesis QI software (Version 2.3, Nonlinear Dynamics, Waters) in order to perform data normalization, feature detection, peak alignment, and peak integration^97–99^. Metabolites were confirmed by MS, MS/MS fragmentation, and isotopic distribution using Metlin (Version 1.0.6499.51447, https://metlin.scripps.edu) and the Human Metabolome (Version March 2020, https://hmdb.ca) databases as the reference^100^. The data acquired in both, electrospray ionization (ESI) negative and positive modes, which resulted in ESI+ in 7100 features with just MS information, 2461 features with both MS and MS/MS information; serum ESI− gave 2141 features with just MS information and 1204 features with both MS and MS/MS information. Thus, a total of 3665 features with both MS and MS/MS information was obtained. Next, a metabolite was sieved out when a match with a difference between observed and theoretical mass was <10 ppm and the molecular formula of matched metabolites further identified by the isotopic distribution measurement. By doing so, the number of annotated compounds with a known identification was reduced to 133 metabolites, which had match score >35 (range 36.1–57.8), and isotope similarity between 67.8 and 99.1%). We chose to increase the confidence of our annotations, rather than increase the number of annotated compounds with a lower level of confidence. Zero values were assigned minimal values calculated as three STDEV of technical variation subtracted from the minimal measured level of a given metabolite in this study. Technical variation was defined by using CUDA and corresponded to STDEV of 0.135 and mean of 1.02. The level of metabolite identification was 2 for all compounds based on Sumner et al. ^101^: level two refers to putatively annotated compounds (e.g., without chemical reference standards, based upon physicochemical properties and/or spectral similarity with public/commercial spectral libraries).

### Cell culture

AML-12(ATCC CRL-2254) cells were grown in complete growth medium (DMEM:12 Medium (ATCC 30-2006) supplemented with 10% fetal bovine serum (FBS), 10 µg/ml insulin, 5.5 µg/ml transferrin, 5 ng/ml selenium, 40 ng/ml dexamethasone, and 1% penicillin/streptomycin) at 37 °C in 5%CO2. After obtaining 80–85% confluency, 20,000 cells per well were seeded in complete growth medium in 96 well plate for 24 h. After 24 h of incubation, the medium was replaced either with low glucose medium (5.5 mM Glucose, 10% FBS, low sugar group) or mixture of 100 mM Glucose and Fructose (1:1 ratio, with 10% FBS, high sugar group) alone or mixed with 4, 6, or 9 mM reduced GSH ethyl ester (GSH, Sigma-Aldrich). After 6 h of treatment, culture medium was removed, cells were lysed in RLT buffer (Qiagen) and RNA was extracted using RNeasy Mini kit (Qiagen). Total RNA was quantified using Quant-iT RNA Assay Kit (Thermo Fisher Scientific). Complementary DNA was prepared using qScript reverse transcription kit (Quantabio) and qPCR was performed using Perfecta SYBR mix (Quantabio) and StepOne Plus Real Time PCR system and software (Applied Biosystems). Polymerase (Polr2c) gene was used as the control gene. Primers used for qPCR are listed in the supplementary Supplementary Data 15b. Total six experiments were performed. The gene expression was normalized using the control group per experiment and per gene across the experiments, followed by log2 transformation. Control and treatment groups were compared using paired, one-sided parametric *t* test.

### Statistics and reproducibility

Overall, the data were log transformed, checked for normality and an appropriate test was performed accordingly (i.e., parametric tests as default and non-parametric tests when distribution did not fulfill normality criteria), followed by Benjamini–Hochberg false discovery rate correction. A two-sided test was used when there was no prior hypothesis of the expected direction of change; otherwise, one-sided test was used. For initial experiments, to capture the strongest and consistent signals across independent experiments (e.g., WD vs ND), non-parametric tests were used, and the meta-analysis was performed over experiments using Fisher’s meta-analysis test. To achieve statistical power in the Lactobacilli supplementation experiments, the samples were normalized within each experiment to the mean of control group and analyzed together using parametric tests for host-derived variables. Meta-analysis was performed over the microbiome data. Gene enrichment analysis using Metascape software^79^ that implements hypergeometric test. For metabolomics analysis, results of five lactobacilli supplementation from three experiments were normalized over corresponding controls with no probiotic supplementation. Log2 transformed ratios (lacto/control) for each metabolite were compared for deviation from 0 using parametric test. In experiments with interrelated data from two groups (e.g., AML-12 in vitro experiment) we used paired test. Outliers (1%) were identified using ROUT method of GraphPad Prism 8.4.1 and removed (used only once in the whole study, one value was removed for one concentration of GSH treatment). Actual tests, cutoffs applied are mentioned in each figure caption, exact *p* values are available in supplementary data and source data files.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-16

Reporting Summary

### Source data

Source Data

## Data Availability

Data were submitted to NCBI SRA under submission PRJNA558801 for 16 S rRNA, to GEO under GSE136033, and to Metabolomics Workbench under ST001436. TK network access: https://tinyurl.com/TK-NW-Fig-1C. Multi-omic network access: https://tinyurl.com/multi-omic-NW-Fig-5A. Source data are provided with this paper.

# Supplementary material for: Transkingdom interactions between Lactobacilli and hepatic mitochondria attenuate western diet-induced diabetes
**Source:** Nat Commun. 2021 Jan 4;12:101. doi: 10.1038/s41467-020-20313-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data1-16-oct29v2.xlsx

Description: Additional results derived from the various analyses described in the accompanying manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

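The measurements are gene expression in the liver and the ileum of mice fed the WD and gavaged with PBS, *L. gasseri* or *L. johnsonii*, in 2 experiments that the labels number 1 and 3. Samples were assigned to tissue, group, experiment and mouse from the sample labels and the paper’s methods, and each column of the table names the mouse and the tissue. The table has 49 libraries, 24 of liver and 25 of ileum, and 0 columns were left unused. The paper describes 2 independent experiments without these numbers.

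The authors made QuantSeq libraries, trimmed the reads with bbduk, aligned them with Tophat to the Ensembl NCBIM37 genome and transcriptome, counted them per gene with HTSeq and deposited RPM values, the reads of a gene divided by all reads on genes of the library. The strand mode of the counting is not stated in the text. The deposited RPM values of each library sum to 1000000.0, and 100% of them are whole multiples of 1 read. The libraries do not share one distribution of values, so that the quantile normalization that the methods name is not part of the deposited values. The table lists 37991 Ensembl identifiers, of which 37205 matched the GENCODE annotation of NCBIM37, which gave symbols, coordinates and overlapping genes. A RefSeq gene table of another build (GRCm38.p6) was used only to pair older symbols with newer ones.

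From the deposited values the following was computed here with R 4.3.3, limma 3.58.1 and edgeR 4.0.16. Plots were drawn with matplotlib 3.10.9. Values were quantile normalized within tissue and taken to log2(RPM + 1), with a pseudocount of 1. Genes with a deposited mean of at least 1 RPM over the tissue were kept. This reading of the filter, on deposited and not on normalized means, was settled after a first fit had been seen. limma was run with group and experiment as terms and eBayes with a trend. A gene was called with the thresholds of the legend of Fig. 4a, and limma in place of the t test named there, from both comparisons with WD, their directions, Fisher’s combined p and its Benjamini-Hochberg FDR at 10%. Contrasts for the mean of both *Lactobacilli* against WD, for WD + LJ against WD + LG, and for the difference of the mean effect between tissues were adjusted over all genes tested. Gene sets were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. They covered the respiratory chain, the mitochondrial ribosome, mitochondrial fusion, beta-oxidation and the circadian clock. Genes of the mitochondrial genome, the cytosolic ribosome and the proteasome were comparison sets. Lists for blood, pancreas, hepatocytes, T cells and smooth muscle were written at the same time, and a list for intestinal epithelium was written after the values had been seen. The gene network followed the methods for gene pairs within the WD + LG and WD + LJ livers. Genes named in the text are those that the study names in its results or in Figs. 4c, 4h and 5f, and in each tissue the 5 called genes with the smallest combined p among those with a mean of at least 5 RPM and the same direction in both experiments. Of the 39 genes that the study names, 8 were called here.

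Depth is given beside the experiment. A gene at 1 RPM had less than 1 read in the shallowest livers, where 1 read is worth 2.25 RPM, and intervals on shares cover counting error only. No pair of libraries of a group was close enough to be the same library. The smallest mean chi-square per gene between the reads of a pair was 2.59. Mice gave both tissues, so the interaction between tissues was also fitted with the mouse as a block. Deviations from the group means in the tissues of a mouse went together little over 24 mice (correlation across genes -0.17 to 0.26, median 0.012, and 3 mice above 0.1).

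The procedures were tested on simulated reads with the real depths and 200 changed genes. In the liver the calling rule on limma recovered 79.5% of them, with 88 unchanged genes among 255 calls and 12270 genes tested. With edgeR 81.0% were recovered, with 55 unchanged genes among 264 calls. In the ileum limma recovered 96.5% with 50 unchanged genes called among 13964, and edgeR 96.5% with 50. Each of the changes planted in these genes was larger than that of any Fig. 4c gene or fusion gene. The recovered shares therefore do not apply to changes as small as theirs. With values of 0 as missing and a plain test per comparison the same liver reads gave 431 unchanged genes called among 13287. On simulated reads the camera test found a planted set in liver (p of 2.82e-14) and ileum (1.04e-36) and not an unchanged one (0.663 and 0.996). The network step recovered 715 of 780 planted pairs among 327 genes and added 2 other edges.

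The alternatives were the values as deposited, TMM scaling, pseudocounts of 0.1 and 5, other filters on low values, no experiment term, values divided by the mean of the WD mice of each experiment (a step that the paper’s statistics section states), a plain test per comparison (as the legend of Fig. 4a states), a fit of only the groups compared, each experiment alone, limma’s array weights, the number of detected genes as a covariate, an FDR of 5%, edgeR’s quasi-likelihood test on the recovered reads, and each mouse left out in turn. The division kept limma, with the variance trend fitted on divided values, and was not run together with the plain test. Further alternatives were chosen after the data had been seen. They were values of 0 as missing, reads drawn down to the smallest library, and corrections for reads of the ileum in liver libraries. Metabolic parameters, lipids, metabolites, microbiota, electron microscopy, cell culture and the supplementary tables after Supplementary Data 8 were not analysed here.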

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

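The tests in this part were chosen after the results they concern had been seen, with the following exceptions. The comparison of effects between liver and ileum, also with the mouse as a block or detected genes as a covariate, was planned. So were the fits that left out a mouse. The circadian list was fixed in advance, and so was the rule for outlying values. The rule for outlying values takes the gap between the highest or lowest of a group’s samples and the nearest other. This gap is given as a share of the group’s whole range. Over 165 groups of samples, 24 had a gap beyond the critical value, where chance gives about 8.25.

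WD + LJ mouse 2078 stood apart in the liver by its depth (9358157 reads, others 760644 to 1600404, gap 0.902), its detected genes (18186, others 12427 to 13620, gap 0.793), its ileal transcripts (45.8% of the level in the ileum, others 0.544% to 3.84%, gap 0.927) and its pancreatic transcripts, with a median of 0.107 RPM where the other livers of the group had 0 (gap 1). The latter is the worth of 1 read in this library, and 1 read is worth more in each other liver of the group, so that this gap follows from depth and shows no pancreatic signal. The ileal level is the median over a list of intestinal epithelium genes, written after the values were seen. Reads of ileum RNA in this liver library are a candidate explanation. Ileum genes outside that list lay at 45.9% of their ileum level, as this explanation requires. The profile of the ileum genes in this library correlated across 192 genes at 0.9965 with the mean of all ileum samples, at up to 0.9756 with a single ileum sample, and single ileum samples correlated with the mean of the others at 0.745 to 0.973. This is consistent with reads of many ileum samples rather than of 1, as when reads are assigned to the wrong library of a pool. Over the 24 livers the mouse’s own ileum had a mean rank of 13.25 of 25, where chance gives 13.26 (permutation p = 0.501, n = 24), which argues against tissue of each animal’s own ileum as the source. No biological explanation was tested. Without this liver, 548 genes were called instead of 182, and 54.4% of them were higher.

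WD mouse 1988 stood apart in the liver by pancreatic transcripts, with a median of 160 RPM over 11 exocrine pancreas genes where the other WD livers had 0 (gap 1). Of the 11 genes, 9 were detected in it. Pancreas tissue taken with the liver was not tested against another source. Without WD mouse 1988, the ileum, where its library is another one, gave 510 calls instead of 230.

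Depth also stood apart in WD mouse 1985 in the liver (2231105 reads, others 479598 to 1256253, gap 0.557) and in WD + LG mouse 1992 in the ileum (12248600 reads, others 4399997 to 7298256, gap 0.631). No explanation was tested for these.

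Among the named genes, the gaps came from single liver libraries, most often from WD + LJ mouse 2081 and WD mouse 2066. WD + LJ mouse 2081 was the highest of its group in Abcg8 (274 RPM, gap 0.621), Rai12 (126 RPM, gap 0.781), Sdhb (833 RPM, gap 0.629), Cox7a2 (980 RPM, gap 0.551), Cox10 (125 RPM, gap 0.583) and Slc25a12 (42.9 RPM, gap 0.552). WD mouse 2066 was the lowest of its group in Mfn1 (28.4 RPM, gap 0.548), Sdhb (302 RPM, gap 0.619) and Cox6a1 (328 RPM, gap 0.587) and the highest in Arrdc3 (550.0 RPM, gap 0.660). The others were Mfn1 in WD + LG mouse 1992 (105 RPM, gap 0.533), mt-Atp6 in WD + LG mouse 2075 (526 RPM, gap 0.711), Ndufs4 in WD mouse 2069 (147 RPM, gap 0.799), Cyb561d2 and Cyb5r4 in WD + LG mouse 1990 (14.0 and 43.0 RPM, gaps 0.608 and 0.536), Slc25a12 in WD mouse 1986 (12.1 RPM, gap 0.551) and Thrsp in WD + LG mouse 1993 (4880 RPM, gap 0.683). Most of these genes were picked by the study as changed, and the genes are not independent of each other. No explanation was tested for the deviations of these mice, and differences between animals stay open.

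The effect of both *Lactobacilli* differed between liver and ileum for 2 genes at an FDR of 10%. The gene ENSMUSG00000093394, which the tables here do not name, changed by 1.69 in the liver and by 0.18 in the ileum, a difference of 1.51 on the log2 scale (limma adjusted p = 0.0355). The gene 1810011O10Rik changed by 1.13 in the liver and -0.33 in the ileum, a difference of 1.47 (limma adjusted p = 0.0355). In 4 of 100 splits of the mice into groups as many genes or more passed. With the mouse as a replicate block, 2 genes passed as well. Depth was lower in WD livers than in the other livers, and no such difference held for the ileum. A technical origin of the difference between tissues therefore stays open. With the number of detected genes as a covariate, 177 genes passed.

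The circadian list, which the paper discusses for the ileum, was also shifted in the liver, with 16 of 18 genes higher and a median log2 fold change of 0.29 (camera p = 0.000916). It was 0.0346 with an estimated correlation and 0.00325 with fry. At an FDR of 10%, 2 of the 18 genes passed over all genes tested. Whether this comes from a shift of clock phase, or from the time at which mice were killed, was tested for the ileum and is given with the other observations. The values of this part of the data do not decide between them.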

How the results depend on the processing

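The choices of the main analysis and the alternatives that are not marked as chosen later were made before the data were examined, with the exception of the reading of the filter on low values. Values of 0 as missing, reads drawn down to the smallest library and the corrections for ileal reads were chosen after the results were seen. Where no cause is given, the cause was not tested.

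The set results for mitochondrial fusion in the liver and the circadian list in the ileum kept their direction and their side of the threshold in all alternatives run. The mitochondrial ribosome did so except with a correlation between genes estimated from the data (p = 0.0679). Over the 24 or 25 fits that each left out 1 mouse, the camera p went from 2.97e-06 to 4.82e-05 for fusion, from 8.96e-11 to 6.12e-07 for the circadian list and from 8.44e-06 to 0.000341 for the mitochondrial ribosome.

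The respiratory chain set passed with the values as deposited (camera p of 0.0461), with TMM scaling (0.000420) and with edgeR (1.16e-05). It had a median below 0 with values of 0 as missing and reads drawn down (0.7097). Across the fits that each left out 1 mouse its p went from 0.420 to 0.971. The beta-oxidation set had a median above 0 with TMM scaling (camera p of 0.2497), a pseudocount of 5 (0.555), experiment 1 alone (0.299), array weights (0.407), the number of detected genes as a covariate (0.294), edgeR (0.0734), values of 0 as missing (0.693) and the latter with a plain test (0.569), and without mice 2066, 2078 or 2081 (0.683, 0.887 and 0.693). In experiment 3 alone its camera p was 0.0496. Across the fits that each left out 1 mouse its p went from 0.190 to 0.887.

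The number of liver genes called, 182, became 62 with values divided by the mean of the WD mice of the experiment, 93 with a plain test, 454 in experiment 1 alone, 83 in experiment 3 alone, 386 with array weights, 603 with the number of detected genes as a covariate, 95 at an FDR of 5% and 116 in edgeR. Added later, it was 879 with values of 0 as missing, 518 with these and a plain test, 82 with reads drawn down, 66 with both, 304 with the ileal share as a covariate and 309 with ileal reads subtracted. The share of calls that were higher, 77.5%, was 44.5% with the values as deposited, 87.1% with values divided by the WD mean, 61.0% in experiment 1 alone, 63.7% with array weights and 58.0% with detected genes as a covariate. In the later settings, in the same order, it was 98.1%, 99.0%, 67.1%, 21.2%, 56.2% and 70.2%. Values of 0 as missing moved the median log2 fold change of all liver genes by 0.21, and by 0.22 with a plain test, and with reads drawn down as well by -0.11. Across the 24 fits that each left out 1 mouse, the calls went from 91 (without WD mouse 2066) to 548 (without WD + LJ mouse 2078) and the share from 54.4% to 81.3%.

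For the mean of both bacteria in the liver, 21 genes became 10 with the values as deposited, 1 with all genes with a read, 9 without the experiment term, 0 with values divided by the WD mean, 12 with a plain test, 33 in experiment 1 alone, 0 in experiment 3 alone, 48 with array weights, 111 with detected genes as a covariate and 4 at an FDR of 5%. In the later settings they were 290, 329, 5, 0, 51 and 55. Leaving out 1 mouse gave 0 (without WD mouse 1989) to 201 (without mouse 2078). The direct comparison of both bacteria in the liver, 0 genes (1468 at an unadjusted p under 0.05), gave 857 in experiment 3 alone, 201 with array weights, 2 with reads drawn down, 2 with values of 0 as missing as well, and 0 to 35 (without WD + LG mouse 1993) when 1 mouse was left out.

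In the ileum, 230 calls became 141 without the experiment term, 7 with values divided by the WD mean, 68 with a plain test, 17 in experiment 1 alone, 1095 in experiment 3 alone, 401 with detected genes as a covariate and 127 at an FDR of 5%. They were 137 with values of 0 as missing, 44 with these and a plain test and 36 with these and reads drawn down, of which 81, 29 and 13 were higher, against 72 of 230. Leaving out 1 mouse gave 75 (without WD mouse 2066) to 510 (without WD mouse 1988). The 28 genes for the mean of both bacteria became 16 with all genes with a read, 18 with a mean of at least 10 RPM, 13 without the experiment term, 0 with values divided by the WD mean, 2 with a plain test, 17 with only the groups compared, 3 in experiment 1 alone, 817 in experiment 3 alone, 82 with detected genes as a covariate and 14 at an FDR of 5%. Treating values of 0 as missing gave 14, with a plain test 5 and with reads drawn down 6. Leaving out 1 mouse gave 11 (without WD mouse 2071) to 118 (without WD mouse 1988). The 2 genes that differed between both bacteria became 5 with array weights, 1 with only the groups compared or detected genes as a covariate, and 0 with the values as deposited, all genes with a read, a mean of at least 10 RPM, values divided by the WD mean, a plain test, either experiment alone, an FDR of 5%, edgeR, or values of 0 as missing, and 0 to 4 when 1 mouse was left out.

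The 2 genes whose effect differed between tissues became 1 with the values as deposited, TMM scaling, a pseudocount of 5, a mean of at least 10 RPM or experiment 1 alone, 8 with a pseudocount of 0.1, 0 with values divided by the WD mean, only the groups compared or experiment 3 alone, 4 with a plain test and 177 with detected genes as a covariate. Leaving out 1 mouse gave 0 (without mouse 2066) to 111 (without mouse 2078). The 176 edges of the gene network became 0 with the values as deposited, centring on each experiment or an FDR of 1%, 5553 with Pearson correlations and 826 among 549 genes with a mean of at least 5 RPM, and 0 to 14 when 1 mouse was left out, where the smaller group allows few pairs to pass.

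For 49 named genes in 10 settings each, 438 results kept their side of the threshold, 47 became weaker, 5 stronger and 0 changed direction. Atp6v1c1 changed direction (-0.045) with values of 0 as missing and reads drawn down. Depth limits the liver results for low genes, where 1 read is worth up to 2.25 RPM, more than those of the ileum.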

Differences from the paper's values

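The paper counts 654 liver genes, and 182 were called here. Of the 16 alternatives set before the data were examined, experiment 1 alone (454) and the number of detected genes as a covariate (603) fell within 1.5 times the paper’s number, and the others did not, with 62 as the lowest. Of the 24 fits that each left out 1 mouse, 2 did. With values of 0 as missing 879 genes were called, and with these and a plain test 518, settings chosen after the values were seen and found by searching normalizations, floors, subsets of samples and limits on missing values against the paper’s list. Over the limits on missing values the latter gave 502 to 549 calls, of which 464 to 515 are on the paper’s list.

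The paper lists 638 liver genes as higher, and 141 were higher here. None of the 16 alternatives set before the data were examined closed the gap, with 54 to 350. Treating values of 0 as missing, chosen after the values were seen, made 862 higher, and 513 with a plain test as well. The paper lists 16 liver genes as lower, and 41 were lower here. Experiment 3 alone and an FDR of 5% closed this gap, the other 14 alternatives did not, and 4 of the 24 fits without 1 mouse did. Values of 0 as missing, chosen after the values were seen, gave 17 lower.

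The paper counts 152 ileum genes, and 230 were called here. The values as deposited, TMM scaling, a pseudocount of 0.1, all genes with a read, a mean of at least 10 RPM, no experiment term, only the groups compared, array weights and an FDR of 5% closed this gap, and the other 7 alternatives did not. Of the 25 fits without 1 mouse, 12 did. Values of 0 as missing (137) and reads drawn down to the smallest library (181), both chosen after the values were seen, closed it too. The paper lists 62 ileum genes as lower, and 158 were lower here. A plain test and an FDR of 5% closed this gap, the other 14 alternatives did not, and 4 of the 25 fits without 1 mouse did. Values of 0 as missing, chosen after the values were seen, gave 56 lower.

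For 44 named genes with fold changes in the paper’s supplementary lists, all had the paper’s direction here. The values differed by a median of 0.14 and by up to 0.55 on the log2 scale. Of the 34 named genes on these lists, 26 were not called here. In experiment 1 alone Fam73b (adjusted p = 0.0791) and Ndufs4 (0.0933) passed an FDR of 10% for the mean of both bacteria, and with detected genes as a covariate Fam73b in liver (0.0450), Ndufs4 in liver (0.0939) and Ndufaf4 in liver (0.0588). With values of 0 as missing, chosen after the values were seen, Mfn2, Fam73b, Opa1, Usp50, Rai12, Snap47, Mfsd3, mt-Atp6, Ndufs4, Ndufs1, Ndufaf4, Sdhaf1, Cyb5r4 and Cox10 passed. With a plain test added to that setting Atp6v1c1, Cox7a2, Cyb561d2, Ndufb11 and Ndufs8 passed and Usp50, Rai12, Snap47 and mt-Atp6 no longer did. Of the corrections for ileal reads, also chosen after the values were seen, the ileal share as a covariate passed Ndufaf4 and subtracting ileal reads passed Fam73b and Ndufaf4.

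The paper describes a subset of upregulated genes of beta-oxidation and names 5 of them. Here 17 of 34 listed genes were higher and 17 lower, and the 5 were higher and not called. The 5 are not on the study’s supplementary list of liver genes either, which holds 1 of the 34 as higher. In no setting run did any of these 5 pass an FDR of 10%, with 0.114 for Acads as the lowest adjusted p. The paper describes upregulated genes of the respiratory complexes. The set of 79 such genes did not differ from other genes here (camera p of 0.817, 89 of 100 permutations as small), and passed with TMM scaling, edgeR and the values as deposited.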

Other observations

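The tests in this part were chosen after the results they concern had been seen, with the following exceptions. These are the splits for the numbers of calls in liver and ileum, the first test of depth and the test of genes at the floor. Also excepted are the camera tests of gene sets and tissue lists fixed in advance. The list of intestinal epithelium genes was written after the values had been seen. The measure of the floor test was changed after a first value was seen, and the simulation of shared WD mice was rewritten because its first version was flawed.

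The mice were also split at random within each experiment into groups of the same sizes, 100 splits with the real one included. As many calls came up in 5 of 100 splits for the liver and in 4 of 100 for the ileum, so that a chance division of the livers is not excluded at 5% as a source of the 182 calls. For the share of higher calls with as many calls it was 1, for the mean of both bacteria 2 in the liver and 2 in the ileum, for the difference between both bacteria 100 in the liver and 7 in the ileum, and for the difference between tissues 4. A camera p as small came up in 89 splits for the respiratory chain, 2 for the mitochondrial ribosome, 1 for fusion, 75 for beta-oxidation and 1 for the circadian list. With values of 0 as missing and a plain test, as many liver calls came up in 4. The WD mice shared by both comparisons gave a median of 0 calls in the liver and 0 in the ileum when unchanged groups were set against them, and as many as observed in 2 of 50 draws in each tissue.

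Most called liver genes were higher, and WD livers had the fewest reads. Lower depth in WD may explain this. The first test asked whether low genes were over-represented among the calls, and 27.5% of the calls were under 5 RPM against 29.1% of all genes. It counts calls of both directions, so that it excludes no cause of their direction, a reading adopted after its value was seen. WD livers had fewer detected genes, as this explanation requires. With their number as a covariate the share fell to 58.0%, but the higher calls rose from 141 of 182 to 350 of 603. The share fell because lower calls rose too, so this fall does not show that depth made the higher calls. In null reads at the real depths, with no changed gene, the main procedure made a median of 35.5 calls in 20 draws, 74.7% of them higher. With reads drawn down to the smallest library, 67.1% of 82 calls were higher (95% Wilson interval 56.3% to 76.3%), and 7 of 100 splits gave as many calls, so that depth and group cannot be told apart for this split. The share was 86.0% of calls at 1 to 5 RPM and 48.4% at 100 RPM and above.

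Leaving out values of 0 before quantile normalization, at unequal depth, is a candidate explanation of a larger split. In null reads it gave a median of 413.5 calls (337 to 467), 99.2% of them higher, and after reads were drawn down 21.2% of 66 calls were higher. The group means of the paper’s list differed from means computed with 0 as missing by a median of 0.051 on the log2 scale, against 0.12 with 0 kept. This setting was found by a search against the paper’s list, and whether the authors used it is not stated. Without WD + LJ mouse 2078 it gave 391 to 453 calls, with 87.0% to 88.8% higher.

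Some genes with the smallest FDR in the paper’s lists, such as Mtr and Zfp319 in the liver and Tgm3 in the ileum, have means at the lowest values of the table. Each had 0 or 1 read in at least 92% of the libraries, which is consistent with values at the floor of normalized libraries. By the first measure, 0 reads alone, the median was 79.2% of libraries.

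Ileal transcripts were found in other livers than that of mouse 2078. Their level was a median of 7.46% of the ileum level in WD, 1.58% in WD + LG and 2.22% in the 7 WD + LJ livers without mouse 2078 (exact permutation p = 0.0148 for WD against WD + LG, n = 8 mice each, and 0.0415 for WD against WD + LJ, n = 8 and 7). With mouse 2078 the latter p was 0.321. Of the 41 lower calls, 4 were of genes at least 10 times higher in the ileum (9.76%, against 8.79% of genes tested), and of the 141 higher calls 0 were. This count excludes nothing, since the ileal reads of mouse 2078 in the WD + LJ group keep such genes from being called. Without mouse 2078, 170 of 250 lower calls were of such genes (68.0%, against 8.02% of genes tested), and 0 of 298 higher calls. Reads of ileum RNA in the WD livers are a candidate explanation of most of these lower calls, and for the 41 calls with all mice the matter stays open. The list of 31 intestinal epithelium genes was lower in all 31 in the liver (median log2 fold change -1.21, camera p = 1.38e-14), and the call did not hold with an estimated correlation (p = 0.110) or with fry (p = 0.0906). In the ileum its median was 0.060 (camera p of 0.231). Of the other lists in the liver, pancreas had a median of -0.91 (camera p of 0.000528, estimated 0.210), smooth muscle -0.63 (0.0183, estimated 0.325), blood -0.13 (0.0915) and hepatocytes -0.022 (0.1297). Among the WD livers only that of mouse 1988 had a median of the pancreas list above 0 (160 RPM). The pancreas shift thus rests largely on 1 mouse. In the ileum smooth muscle had -0.21 (0.000137, estimated 0.0734), blood -0.35 (0.0420), hepatocytes -0.33 (0.0676) and T cells 0.23 (0.0633).

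In the ileum, 11 of 12 clock genes moved as a single shift of phase requires, with 8 of 8 evening genes higher and 3 of 4 morning genes lower, and in the liver 8 of 11. A shift of clock phase may underlie this, from the animals or from the time at which they were killed, which the text does not give. If collection time were shared by both tissues of a mouse, clock scores would go together, and their deviations from group means had a Pearson correlation of 0.078 over 24 mice (permutation p = 0.721), and 0.29 without the 2 farthest mice. This does not decide the matter, since a small shift would give a small correlation, and an effect of the bacteria on the clock stays open.

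Mfsd3, the gene that the paper connects to epididymal fat, had 0 edges in the network of liver genes alone, and its connection to fat was not analysed here. For the mean of both bacteria its log2 fold change was 0.52 (standard error 0.23, limma adjusted p = 0.354, 15 of 16 mice above the WD mean), and it was not called.

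The other planned sets in the ileum had medians of 0.047 for the respiratory chain (camera p of 0.0433, estimated 0.454), 0.065 for the mitochondrial ribosome (0.0115, estimated 0.423), 0.090 for fusion (0.148) and 0.073 for beta-oxidation (0.0231, estimated 0.240). The genes of the mitochondrial genome had -0.12 (0.0401), the cytosolic ribosome 0.055 (0.0182) and the proteasome 0.042 (0.0566).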
